# *Trypanosoma cruzi* Genomic Variability: Array Comparative Genomic Hybridization Analysis of Clone and Parental Strain

**DOI:** 10.3389/fcimb.2022.760830

**Published:** 2022-03-25

**Authors:** Danielle Rodrigues Cortez, Fabio Mitsuo Lima, João Luís Reis-Cunha, Daniella Castanheira Bartholomeu, Rolando Andre Rios Villacis, Silvia Regina Rogatto, André Guilherme Costa-Martins, Fernanda Sycko Marchiano, Rafaela Andrade do Carmo, Jose Franco da Silveira, Marjorie Mendes Marini

**Keywords:** *Trypanosoma cruzi*, intrastrain variability, parental strain and clone, karyotyping, array comparative genomic hybridization, gene copy number variation, chromosome rearrangement, aneuploidy

## Abstract

*Trypanosoma cruzi*, the etiological agent of Chagas disease, exhibits extensive inter- and intrastrain genetic diversity. As we have previously described, there are some genetic differences between the parental G strain and its clone D11, which was isolated by the limiting dilution method and infection of cultured mammalian cells. Electrophoretic karyotyping and Southern blot hybridization of chromosomal bands with specific markers revealed chromosome length polymorphisms of small size with additional chromosomal bands in clone D11 and the maintenance of large syntenic groups. Both G strain and clone D11 belong to the *T. cruzi* lineage TcI. Here, we designed intraspecific array-based comparative genomic hybridization (aCGH) to identify chromosomal regions harboring copy-number variations between clone D11 and the G strain. DNA losses were more extensive than DNA gains in clone D11. Most alterations were flanked by repeated sequences from multigene families that could be involved in the duplication and deletion events. Several rearrangements were detected by chromoblot hybridization and confirmed by aCGH. We have integrated the information of genomic sequence data obtained by aCGH to the electrophoretic karyotype, allowing the reconstruction of possible recombination events that could have generated the karyotype of clone D11. These rearrangements may be explained by unequal crossing over between sister or homologous chromatids mediated by flanking repeated sequences and unequal homologous recombination *via* break-induced replication. The genomic changes detected by aCGH suggest the presence of a dynamic genome that responds to environmental stress by varying the number of gene copies and generating segmental aneuploidy.

## Introduction

Chagas disease is a neglected tropical disease with a global prevalence of 6-7 million infected people that causes more than 10,000 deaths every year (Coura and Viñas, 2010; WHO, 2021). *Trypanosoma cruzi*, the etiological agent of Chagas disease, is a flagellate protozoan of the order Trypanosomatida, which comprises species that diverged from the main eukaryotic lineage early in their evolution. The population structure of *T. cruzi* has been shown to be predominantly clonal, but there is extensive evidence of genetic exchange and natural hybridization, including meiotic sex, between strains (Tibayrenc et al., 1990; Westenberger et al., 2005; de Freitas et al., 2006; Tibayrenc and Ayala, 2013; Berry et al., 2019; Schwabl et al., 2019). Natural populations of *T. cruzi* exhibit a broad spectrum of genotypic and phenotypic traits and have been grouped into six discrete typing units (DTUs) known as lineages TcI-VI (Ackermann et al., 2012; Zingales et al., 2012).

Whole genomic analyses by next-generation sequencing (NGS) technologies have shown extensive genomic variability and aneuploidy among isolates from different *T. cruzi* lineages (Franzén et al., 2011; Ackermann et al., 2012; Reis-Cunha et al., 2015; Bradwell et al., 2018; Berná et al., 2018; Callejas-Hernández et al., 2018) and within isolates of the same lineage (Reis-Cunha et al., 2018). Minning et al. (2011) compared 17 *T. cruzi* strains using array comparative genomic hybridization (aCGH). They observed extensive, widespread gene copy number variation (CNV) among the isolates, suggesting that the parasite is tolerant to CNVs and even aneuploidy. Reis-Cunha et al. (2015) identified notably few aneuploidy events in isolates from the TcI lineage, while isolates from TcII and TcIII lineages had a large number of chromosomal expansions.

Molecular karyotyping analysis by pulsed field gel electrophoresis (PFGE) and hybridization with chromosome-specific markers demonstrated that *T. cruzi* exhibits extensive inter- and intrastrain karyotypic heterogeneities, suggesting gross chromosomal rearrangements (Henriksson et al., 1996; Porcile et al., 2003; Souza et al., 2011; Lima et al., 2013). McDaniel and Dvorak (1993) reported the presence of intrastrain chromosome rearrangements in naturally occurring variants of the Y-02 stock of the *T. cruzi* Y strain. In a previous report, we described differences between the karyotypes of the parental G strain and its clone D11, a clone isolated by the limiting dilution method and by infecting cultured mammalian cells *in vitro* (Lima et al., 2013). The karyotype of clone D11 differs in number and size of chromosomal bands from the karyotype of the G strain, and chromosomal rearrangements were detected by Southern blot hybridizations with chromosome-specific markers. In most cases the chromosome length polymorphisms were small, resulting in the appearance of additional chromosomal bands in clone D11. Despite the karyotypic alterations, large syntenic groups were conserved, suggesting that core genomic regions are essential for development of the parasite (Lima et al., 2013).

The occurrence of intrastrain genetic variability in *T. cruzi* has been investigated by different approaches. Clones derived from the same parental strain can differ from each other in antigenic composition (Brenière et al., 1991); growth and virulence (Postan et al., 1983; Campos and Andrade, 1996); and zymodeme (Dvorak et al., 1980; Goldberg and Silva Pereira, 1983) and kDNA profiles (Morel et al., 1980). Recently, it has been demonstrated that isogenic clonal cell lines of *T. cruzi* have varying phenotypes, including expression of surface protein and fitness‐determining traits (Seco-Hidalgo et al., 2015). Clones CLB and CL-14 of the CL strain display contrasting virulence phenotypes in a murine model of infection. Comparative transcriptome analysis indicates that the avirulent phenotype of CL-14 may be related to reduced or delayed expression of surface protein genes (Belew et al., 2017).

Although several reports have shown the presence of clonal and intrastrain karyotypic differences and CNVs in *T. cruzi*, the clonal heterogeneity in this parasite remains to be explained. In this study, we carried out a more in-depth comparative genomic analysis of the parental G strain and clone D11. By combining aCGH, PFGE karyotyping and hybridization with specific chromosome markers, we identified gene and chromosome copy-number differences between the G strain and clone D11, which could be a source of genomic variation. Our results may help to elucidate *T. cruzi* response to stress and the mechanism responsible for genome plasticity in this parasite.

## Methods

### Parasites and DNA Extraction

Clone CL Brener (CLB) (*T. cruzi* Discrete Typing Unit (DTU) VI- lineage TcVI) (Zingales et al., 1997; Zingales et al., 2009; Zingales et al., 2012) and the G strain (*T. cruzi* DTU I - lineageTcI) (Yoshida, 1983; Briones et al., 1999; Zingales et al., 2009; Zingales et al., 2012) in axenic cultures at 28°C in liver-infusion tryptose medium (LIT) containing 10% fetal calf serum. Clone D11, which also belongs to the DTU I - lineageTcI (Lima et al., 2013), was isolated from the G strain by Santori (1991) using the protocol described by Lima and Villalta (1989). Log-phase epimastigotes were washed in phosphate buffered saline (PBS) and collected by centrifugation. Genomic DNA extraction was performed with the DNeasy Blood & Tissue (Qiagen) kit using 5x10^7^ cells/mL according to the manufacturer’s instructions.

### Separation of *T. cruzi* chromosomal bands by pulsed-field gel electrophoresis (PFGE) and Southern blot analysis

Approximately 1 x 10^7^ epimastigotes in exponential phase were washed with PBS and collected by centrifugation; an equal volume of cell suspension and 2% low-melting point agarose were mixed as previously described (Souza et al., 2011). The chromosomes were separated by pulsed-field gel electrophoresis (PFGE) and hybridized with the indicated markers labelled with (Zingales et al., 1997)P as previously described (Cano et al., 1995; Souza et al., 2011). The genes used as probes are indicated in the figure legends.

### aCGH Design, Hybridization and Analysis

The 8x60K array was designed and produced by Agilent (Agilent Technologies, Santa Clara, CA,US) based on the *T. cruzi* clone CLB genome, release 6, available in TriTrypDB (http://tritrypdb.org/tritrypdb/; see **Supplementary Table S1**). CLB genomic contigs were assembled into 41 *in silico* chromosome (TcChr) pairs varying in size from 78 kb to 2.3 Mb (Weatherly et al., 2009). Because of the hybrid origin of CLB, the genome of this strain is composed of two parental haplotypes, designated Esmeraldo-like (S) and non-Esmeraldo-like (P) (El-Sayed et al., 2005). Two groups of probes totaling 48,787 probes covering all the *in silico* chromosomes were selected. The first group of probes covered all the chromosomes, including coding and non-coding regions, with an average of one probe every 1.2 kb to give a total of 44,860 probes. To design the second group, we selected 422 specific chromosome markers (i.e., single copy genes present only in the homologous chromosomes). In order to obtain a higher coverage with these markers, probe density was increased to one probe every 120 bp.

Raw data was first normalized using Feature Extraction software (Agilent technologies). Agilent Genomic Workbench Standard Edition 6.5 was then used to perform CNV interval detection. The QC metrics motif of Workbench 6.5 ensured adequate quality control of the hybridization data. In our study, an array signal which met the requirements if intensity value >50 and signal-to-noise ratio >25 was included in the analysis. The Aberration Detection Method 2 algorithm was used with a threshold of 6 and bin size of 10 to identify genomic variation. The aCGH scanning step for data acquisition and extraction was carried out by the Agilent Feature Extraction Software using the default of 0.25 log2 ratio (log*2* ratio *>* 0.25 for gains and log*2* ratio *< −*0.25 for losses). Additionally, we applied a relatively stringent post-analysis filter to ignore small, spurious or low-quality alterations (Wang et al., 2015). We used as defining criteria of copy number alterations the presence of at least four consecutive probes altered in the region, minimum average absolute log2 ratio 0.5, Log2 ratios > 0.5 and < –0.5 as the threshold for gain and loss, respectively.

The raw aCGH data and sequence of probes involved in the aCGH design for Trypanosoma cruzi have been deposited into the GenBank GEO database (GSE197870). The GenBank GEO accession number (GSE197870) (http://www.ncbi.nlm.nih.gov/geo/).

### Quantitative Real Time PCR Validation

qPCR was used to validate the aCGH data. Primer amplification efficiency for each gene was determined. Specific sequences of the reference and target genes were cloned into pGEM-T easy vector (Invitrogen). Known amounts of genomic DNA (from clones D11 and CLB and G strain) and recombinant plasmids containing the sequences of interest were incubated with 10 µL SYBR Green-Based Detection (Applied Biosystems), sense and antisense primers and water to a total reaction volume of 20 µL. The reaction mixture was distributed into 0.2 mL tubes and subjected to 40 cycles of amplification in the Rotor-Gene^®^ Q PCR cycler (Qiagen) according to the manufacturer’s instructions. The qPCR program was set as follows: initial denaturation at 95°C for 5 min, 40 cycles of denaturation at 95°C for 15 s, annealing and extension at 60°C for 60 s. The results were analyzed with Rotor-Gene 6000 v1.7 software (Qiagen). A standard curve was constructed for each target gene. Data obtained by amplification with genomic DNA samples could be compared as the amount of genomic DNA was the same for the three *T. cruzi* isolates. To estimate the copy numbers of each target gene in the three isolates, data were normalized separately using the genome size of each *T. cruzi* isolate (Souza et al., 2011). All experiments were performed in triplicate.

### Content of Amplified and Deleted Gene Regions and Chromosomal Distribution

To estimate gene content in amplified and deleted regions in clone D11 in relation to that of Esmeraldo-like and Non-Esmeraldo-like haplotypes, the coordinates of the regions that varied in copy numbers were crossed with the gene coordinates in CLB General Feature Format (GFF) files, version 9, downloaded from TriTrypdb (http://tritrypdb.org/tritrypdb/) using BEDTools intersect v2.23 **(** Quinlan and Hall, 2010**)**. Initially, all genes whose coordinates were inside the deleted or amplified regions were counted and classified as follows: 1- Multigene Families (MGFs.) if they were annotated as Trans-sialidase (TS), Mucins (TcMUC), Mucin Associated Surface Proteins (MASP), Retrotransposon Hotspot Protein (RHS), surface glycoprotein gp63 (GP63) or Dispersed Gene Family 1 (DGF-1); 2- Hypothetical if they were annotated as Hypothetical Proteins; and 3- Others if they did not meet any of the above criteria. To compare the MGF content of the amplified or deleted regions, the proportion of each multigene family was determined.

Visualization of the D11 amplified or deleted regions with the Esmeraldo-like or Non-Esmeraldo-like *in silico* chromosomal sequences was performed using Perl scripts and the R libraries grid (https://stat.ethz.ch/R-manual/R-devel/library/grid/html/00Index.html), ade4 (https://cran.r-project.org/web/packages/ade4/index.html) and genoPlotR (http://genoplotr.r-forge.r-project.org/). The length of the chromosomes was drawn according to the coordinates in the Esmeraldo-like and Non-Esmeraldo-like genome FASTA files, version 9, downloaded from TriTrypdb (http://tritrypdb.org/tritrypdb). Each gene was drawn in its position and strand based on the GFF file, where grey boxes correspond to housekeeping and hypothetical genes and cyan boxes denote MGF genes. The green and red boxes correspond to deleted and duplicated regions, respectively.

The whole genome sequence (WGS) of *T. cruzi* isolate Dm28c-version 2018 (lineage TcI) was downloaded from http://tritrypdb.org/tritrypdb. Whole genome alignments between CLB chromosomes (TcChr S - Esmeraldo-like haplotype and TcChr P - non-Esmeraldo-like haplotype) and Dm28c contigs were performed using the blastn algorithm and implemented with big_blast.pl script from the Sanger Institute. The annotation and graphical output of chromosome-specific markers were obtained using the Artemis Comparison Tool (ACT) (Carver et al., 2005) (http://www.sanger.ac.uk/resources/software/act).

## Results

### Design of the Array and Experiments

Clone D11 and its parental G strain belong to the DTU I – lineage TcI of *T. cruzi* (Briones et al., 1999; Zingales et al., 2009; Zingales et al., 2012; Lima et al., 2013). The genome of clone CL Brener (CLB) of lineage TcVI (Zingales et al., 1997; El-Sayed et al., 2005; Zingales et al., 2009; Zingales et al., 2012) was used as the DNA reference in the microarray design because it was the only *T. cruzi* genome assembled into chromosomes (Weatherly et al., 2009). Genomic sequences of clone CLB, the reference strain of the *T. cruzi* genome, have been previously assembled into chromosome-sized scaffolds that allowed the array to be designed. CLB genomic contigs were assembled into 41 *in silico* chromosome (TcChr) pairs that varied in size from 78 kb to 2.3 Mb (El-Sayed et al., 2005). Because of the hybrid nature of CLB, the genome of this strain is composed of two parental haplotypes designated Esmeraldo-like (S) and non-Esmeraldo-like (P). Nearly 50% of the *T. cruzi* genome is comprised of repetitive sequences, such as multigene families (MGFs), retrotransposons and micro- and mini-satellites (El-Sayed et al., 2005). The final assembly of chromosomes was hampered by its hybrid nature and the many repetitive sequences, which means that a considerable number of unassigned contigs are found in the *T. cruzi* database. Although the G strain (TcI) and clone CLB (TcVI) belong to two distantly related lineages, there is evidence that large syntenic regions are conserved among the different *T. cruzi* lineages (Souza et al., 2011). This has recently been confirmed by Next Generation Sequencing (NGS) procedures (Berná et al., 2018; Callejas-Hernández et al., 2018). To compare sequence divergence between the genomes of isolates from TcVI and TcI lineages, we evaluated the homology of individual chromosomes of CLB (TcVI) with their counterparts in Dm28c (TcI) whose assembly in large contigs was recently published (Berná et al., 2018). We confirmed gene sequence identity between CLB and Dm28c, and the conservation of gene order (synteny) in the same relative positions in the chromosomes of these isolates (**Supplementary Figure S1**). The differences found between CLB and Dm28c are usually due to variation in the number of copies of MGFs and genes encoding small RNAs (snRNA, sonRNA, tRNA). These results support our aCGH analysis comparing the genomes of the G strain and clone D11 with that of CLB.

The DNA content of the G strain [genome size=89.8 Mb (Lima et al., 2013)] and clone D11 were assumed to be the reference and test DNAs, respectively. This assumption has taken into account that clone D11 was isolated from strain G. Therefore, alterations related to DNA gains in the G strain that did not occur in clone D11 were assumed to be DNA losses in clone D11; conversely, DNA losses in the G strain were assumed to represent DNA gains in clone D11. 

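Genomic DNA of clone D11 and of the G strain was hybridized to 4 dual-colour arrays in 2 assays. Each assay used 1 slide with 1 array per strain, so a difference between the strains within an assay has no replicate, and the spread between replicates is the spread between the assays. The labels give the same strain for the Cy5 and the Cy3 channel of each array, whereas the paper takes the G strain as the reference DNA. Which DNA was in the Cy3 channel is not settled by the sources used here. The strain labelled for Cy5 was therefore used, and the D11 arrays were compared with the G arrays. The authors deposited the intensity of each spot after background subtraction, detrending and dye normalization by the Feature Extraction software, and the log10 of the ratio of Cy5 to Cy3. Each array held 62976 spots, of which 997 were controls. The other 61979 spots carried 52632 probes at 48715 positions on the S and P haplotypes of the 41 CLB chromosomes. Processed Cy5 intensities were put on the log2 scale, outlier spots were left out, the spots of each probe were averaged, and each array was centred on its median over probes. The D11 minus G difference was averaged over the assays.

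The assays differed in signal. In assay 1, 47.05% of the probe spots of the D11 array and 49.3% of those of the G array were well above background in Cy5, against 90.9% and 92.1% in assay 2. The median Cy5 brightness of a spot before background subtraction was 87.5 on the D11 array of assay 1, beside a local background of 88. Spots that carry the same probe had unrelated log2 ratios in assay 1, with r = 0.01 over 3233 probes on the D11 array and -0.01 over 3187 probes on the G array. In assay 2 the correlation was 1.00 and 0.99. The Cy5 signals of assay 1 did not follow those of assay 2, with r from -0.00 to 0.01. The rows of the spot grid were 5.51 pixels apart on the arrays of assay 1 and 6.11 pixels apart on those of assay 2. After these values had been seen, the probe names of assay 1 were moved to other spots. The scanned positions of bright and dim Cy3 spots were matched to the print pattern of assay 2, and Cy5 took no part in this placing. The Cy3 signal of assay 1 then followed that of assay 2 with r = 0.89 on both arrays. For spots within 2.5 pixels of their place, the log2 ratios of spots with the same probe then correlated with r = 0.95 over 230 probes on the D11 array and 0.97 over 289 probes on the G array. Within 4 pixels and with outlier spots kept, the correlation was 0.84 over 817 probes and 0.90 over 869 probes. The narrower limit left 2217 probes measured on both arrays of assay 1 and the wider limit 10543. At the narrower limit, the Cy5 channel of assay 2 correlated with the other channels with r between 0.21 and 0.35. Those other channels correlated with each other with r between 0.78 and 0.99. Values of assay 1 with names moved, unless stated otherwise, use the wider limit and the log2 ratio of Cy5 to Cy3. They rest on 1 array per strain, and no test was possible on them alone. The files do not name the gene of a probe, so the gene content of the alterations was not analysed here.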

We assumed that each clone D11 chromosome is homologous to a CLB chromosome (TcChr). For example, TcChr12 chromosome markers identified DNA gain and loss in the homologous of clone D11, which will be referred to here as a D11 chromosome homologous to TcChr12 of CLB.

### Detailed Features of Chromosomal Alterations in Clone D11

aCGH can be used to identify losses and gains, including imbalances associated with apparently balanced translocation, i.e., duplication followed by translocation. However, it is unable to detect balanced chromosomal rearrangements, e.g., inversions and balanced reciprocal translocations. The bulk of the detailed information on chromosomal alterations found in clone D11 is presented in **Supplementary Table S2**, which includes the *in silico* CLB chromosomes to which they were mapped, the genomic location (the beginning and end of the alteration), the size and type of alteration (DNA loss or gain) and the number of probes for each alteration. Of the 418 chromosomal imbalances identified in clone D11, 144 (34.45%) were classified as DNA gain/amplification, and 274 (65.55%) as DNA loss/deletion. It is interesting to note that the parameters used in our analysis to identify DNA alterations were not equally stringent for defining gain and loss. 

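Intervals were called on the D11 minus G difference of the 4 arrays in Cy5, with the paper's score threshold of 6, at least 4 consecutive probes and a mean log2 difference beyond 0.5 in either direction. The paper's bin size and its filters on intensity and signal-to-noise ratio were not applied. This gave 36 intervals, of which 9 overlapped a region of the paper's Table S2 of the same type and 3 overlapped one of the opposite type. When the differences were shuffled over the positions 100 times, between 6 and 31 intervals were called, with a mean of 19.2, so that many of the 36 are expected from the spread of single positions. Among 33762 probes tested with limma, 0 had an adjusted p under 0.05 and 1 had an unadjusted p under 0.05. With the assay as a block, these numbers were 0 and 385. In simulated sets with a large difference between the assays, limma without a block found 0 of 200 changed probes and with the block 183. The count without the block thus does not exclude changed probes. The simulated change lay on the same probe in both assays, which unrelated names would not give. The 183 therefore does not give the power of the block on these arrays, and its count does not exclude changed probes either. Of the 418 regions of Table S2, 413 held measured probes. The same test over these regions gave 0 with an adjusted p under 0.05 and 0 with an unadjusted p under 0.05, and the lowest adjusted p was 0.9998. With the block, 0 regions had an adjusted and 3 an unadjusted p under 0.05, and the lowest adjusted p was 0.9153. Among the 349 regions with at least 3 probes, 212 had the direction of Table S2, that is 60.7% (95% confidence interval 55.4 to 65.9, exact Clopper-Pearson). With the directions shuffled over the regions 1000 times, the mean was 58.9%. In both assays, 124 regions had the direction of Table S2 and 63 had the opposite direction.

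When the names of assay 1 were moved, 171 of 186 regions with at least 3 probes had the direction of Table S2, that is 91.9% (95% confidence interval 87.05 to 95.4), against a mean of 61.3% and a highest share of 70.4% over the shuffled directions. This held for 41 of 44 gains, with a mean log2 difference of 0.32, and for 130 of 142 losses, with a mean of -0.28. At the narrower limit, the share over 50 regions was 88.0% in the log2 ratio, 78.0% in Cy5 and 26.0% in Cy3, against shuffled means of 73.1%, 66.4% and 30.9% and highest shuffled shares of 84.0%, 78.0% and 38.0%. The channels differed at the wider limit too. There, Cy5 alone had the direction of Table S2 in 109 of the 186 regions, that is 58.6%, with 41 of 44 gains and 68 of 142 losses, and Cy3 had the opposite direction in 147, with a mean of 0.20 over losses and -0.08 over gains. The share of the log2 ratio thus rests on both channels. In assay 2, the log2 ratio had the direction of Table S2 in 255 of 418 regions, that is 61.0% against 56.05% in the shuffled mean and 61.5% in the highest. The intervals cover counting error only, and neighbouring regions are not independent. Leaving out 1 of the 4 arrays left a strain with the array of 1 assay and gave between 71 and 80 intervals, all gains or all losses.

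**Figure D1:**
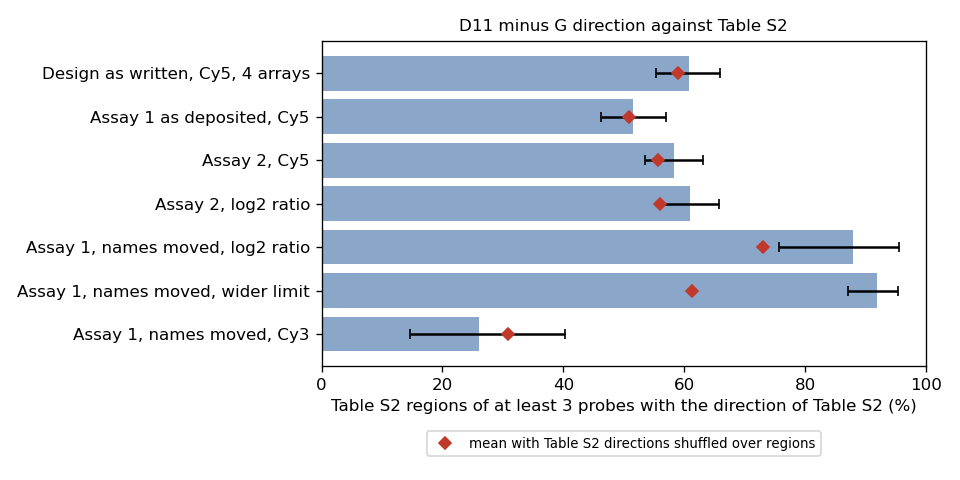
Share of the Table S2 regions with at least 3 probes in which D11 minus G has the direction of Table S2, in percent, for each set of arrays and channels; bars show the share, error bars the 95% exact Clopper-Pearson interval, and diamonds the mean over 1000 shuffles of the directions. The bar of assay 1 with names moved and the wider limit stands at 91.9%, and that of the Cy5 signal of all 4 arrays at 60.7%.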

A more restrictive threshold was used to define DNA gain than DNA loss. To increase the stringency and selection of non-random alterations, we have used at least 4 consecutive altered probes. However, we can not rule out that the high proportion of DNA loss over DNA gain in clone D11 may also be due to a more stringent threshold for defining DNA gain. The average size of chromosomal alterations was 23 kb, the smallest being 1.5 kb, and the largest 405 kb (**Supplementary Figure S2**). 

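The 36 intervals called from all 4 arrays had a mean size of 9.54 kb and a median of 4.08 kb. The smallest was 0.301 kb, the largest 68.6 kb, and 94.4% were smaller than 50 kb. At the same thresholds, assay 1 with names moved gave 14 intervals, 12 of them overlapping a Table S2 region of the same type and 0 one of the opposite type. Their mean size was 119.8 kb, the smallest was 2.025 kb, the largest 319 kb, and 42.9% were smaller than 50 kb. The move left 10543 of 52632 probes, so short alterations were less often covered by 4 probes. In TcChr33-S, a loss of 75 positions with a mean log2 difference of -0.56 ran from 29955 to 233516. In TcChr33-P, the Table S2 loss from 29023 to 184614 had a difference of -0.30 (SD over 35 probes 0.23) in assay 1 with names moved and 0.05 (SD over 127 probes 0.74) in the log2 ratio of assay 2.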

Most chromosomal alterations (89.71%) were smaller than 50 kb, and only six were >200 kb.

Chromosomal alterations identified in clone D11 were mapped on both haplotypes (S, Esmeraldo-like and P, Non-Esmeraldo-like) of clone CLB. The proportion of chromosome alterations (loss or gain) in each chromosome was estimated based on the length of CLB chromosomes (Weatherly et al., 2009) (**Supplementary Figure S3**). CNVs were distributed in a heterogeneous manner throughout the D11 genome and their proportion to a given chromosome varied from 1.1% to 89.3%. Deletion and duplication proportions appear to vary among D11 chromosomes; notably, losses (65.55%) prevailed over gains (34.45%). 

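Losses made up 30 of the 36 called intervals, that is 83.3%, and gains 6. Among the gains with the most positions were TcChr37-S from 91859 to 93734 with a mean log2 difference of 0.73, TcChr8-P from 260528 to 274455 with 1.12, TcChr27-S from 637158 to 638019 with 0.91 and TcChr8-P from 108472 to 118273 with 0.99. The last place was tied between TcChr40-S from 115466 to 115886 with 1.26 and TcChr25-S from 655447 to 655871 with 1.87. The losses with the most positions were TcChr8-S from 269630 to 321422 with -0.54, TcChr37-S from 100006 to 168564 with -0.80, TcChr3-S from 28492 to 30594 with -0.66, TcChr35-P from 74722 to 91212 with -0.56 and TcChr6-S from 267428 to 286770 with -0.76. The assays did not give these intervals alike, since assay 1 alone gave 14 gains and 61 losses and assay 2 alone 4 gains and 3 losses. The intervals of assay 2 alone lay at other places than those named. In assay 1 as deposited, spots with the same probe had unrelated log2 ratios. The coordinates and the share of losses above therefore do not locate changes in clone D11. With names moved, assay 1 gave 6 gains and 8 losses. From the larger number of losses, the paper concludes that losses prevailed over gains in clone D11, and it does not exclude a part of its stricter threshold for gains in this.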

The majority of D11 chromosomes exhibited some alteration, except the chromosome that shares homology with TcChr4 of CLB. 

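No interval was called on either haplotype of TcChr4, in the 4 arrays together or in assay 1 with names moved. Many other chromosomes had none either, so this is weak evidence that TcChr4 was unchanged. The mean log2 difference over all positions of the 4 arrays was -0.11 on TcChr4-S and -0.03 on TcChr4-P. The paper's Table S2 lists 1 gain on TcChr4-S from 179454 to 184390. There the difference of the 4 arrays was -0.21 (standard error 1.15, 2 probes), and the 1 probe of assay 1 with names moved had 0.50.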

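The 36 intervals from all 4 arrays lay on 20 chromosomes. Of these, 15 carried only losses and 1 only gains. Counted by haplotype, 24 carried an interval, 19 only losses and 2 only gains. With names moved in assay 1, 8 chromosomes carried an interval, 4 of them only losses and 2 only gains, and among 11 haplotypes 5 carried only losses and 3 only gains. Counted by haplotype, the paper's Table S2 has 18 with only losses and 4 with only gains among 81, and counted by chromosome 4 and 1 among 41.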

Eighteen chromosomes had only DNA losses whereas in four chromosomes only DNA gain was observed. 

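Across the 41 chromosomes, with both haplotypes summed, the number of called intervals correlated with chromosome length with Pearson's r = 0.45 (two-sided permutation test, p = 0.005, Benjamini-Hochberg 0.0075) and Spearman's rho = 0.39 (p = 0.0132, Benjamini-Hochberg 0.0198). Without TcChr40 and TcChr41, whose lengths lie farthest from the median, r was 0.36 (permutation test, p = 0.0252). These tests take no relation as their null, whereas intervals called by chance are more frequent where more positions lie. With the differences shuffled over the positions 100 times, r had a mean of 0.38 and lay between -0.03 and 0.68, and 32 of the shuffles gave an r at least as high as that of the called intervals. The number of regions in the paper's Table S2 correlated with length with r = 0.64 (permutation test, p = 6.0e-05, Benjamini-Hochberg 1.8e-04) and rho = 0.60 (p = 6.0e-05, Benjamini-Hochberg 1.8e-04), and without these chromosomes with r = 0.46 (p = 0.00322). For assay 1 with names moved and a threshold of 0.25 on the mean log2 difference, which gave 22 intervals, r was 0.17 (permutation test, p = 0.278) and rho 0.18 (p = 0.264), both unchanged by the adjustment. These 3 relations form the family of the adjustment. The relation of the called intervals was not found in every setting, since with at least 10 probes per interval, which left 7 intervals, r was -0.03. Within assay 1 alone r was 0.47 and within assay 2 alone 0.31.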

There was no apparent correlation between chromosomal length and number of chromosomal alterations. The proportion of chromosomal alterations in D11 was very similar to that in the haplotypes of CLB.

The distribution of CNVs in the chromosomes is shown in **Figure 1**. The bars are scaled according to chromosome size and show the predominance of DNA loss over DNA gain across the chromosomes. We selected several examples of chromosomes with different CNV profiles for a more comprehensive analysis (**Supplementary Figure S4**). For instance, a profile with a few loss/gain events was detected in the D11 chromosomes homologous to TcChr37, TcChr39 and TcChr8 of CLB.

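On TcChr37-S, 1 gain and 3 losses were called from all 4 arrays and covered 5.27% of its length. On TcChr37-P, 1 loss covered 0.0581%. Assay 2 alone gave 0 intervals on either haplotype in Cy5 or in the log2 ratio. The 1 interval on TcChr37-S in assay 1 with names moved was a loss of 12 positions from 793901 to 795925, with a mean log2 difference of -0.80. At the narrower limit, the 1 interval there was a loss of 7 positions from 761343 to 851550 with -0.57. The regions of the paper's Table S2 cover 11.8% of TcChr37-S and 10.5% of TcChr37-P.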

**Figure 1:**
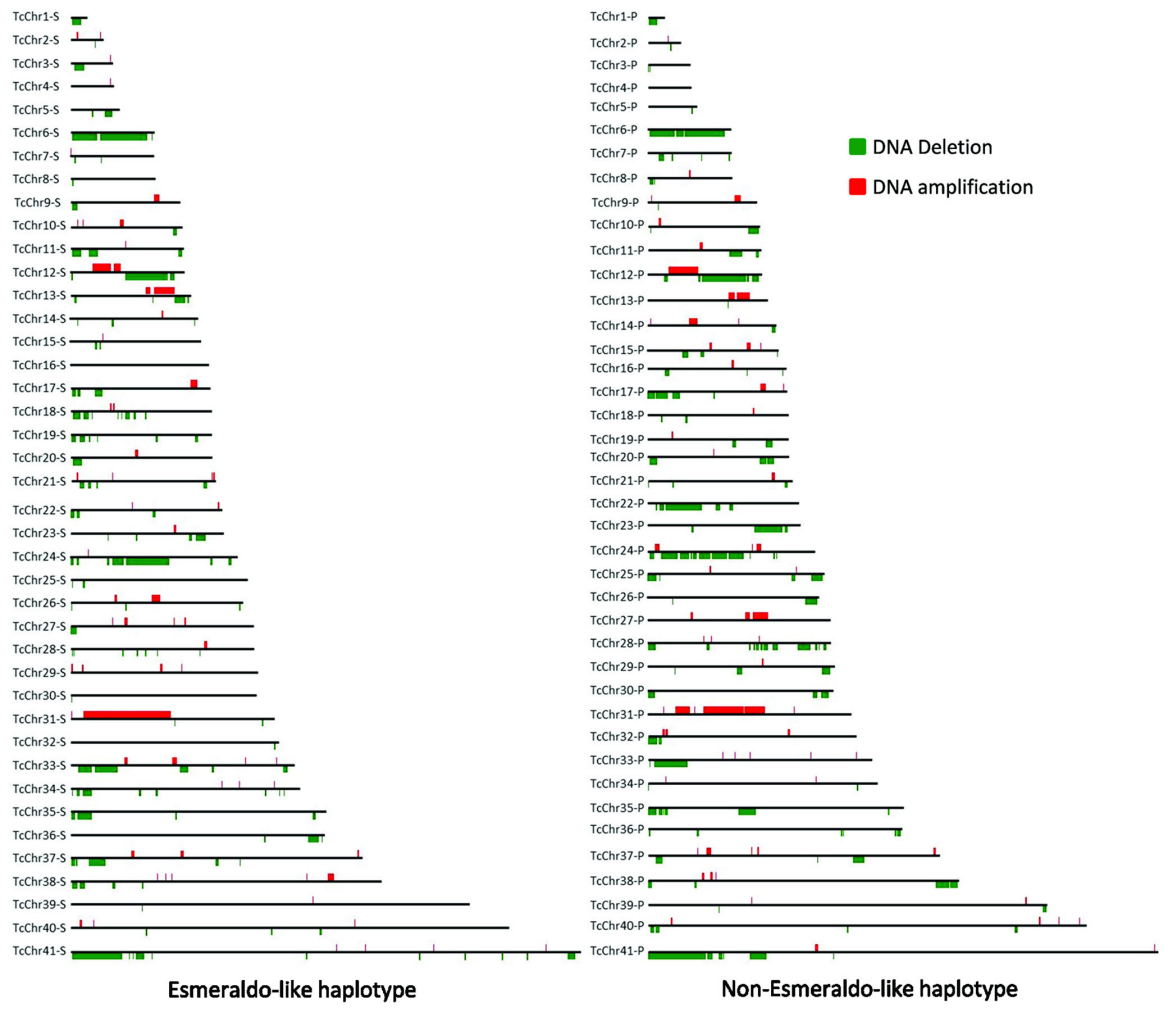
Distribution of CNVs across *T. cruzi* chromosomes. Chromosomal alterations identified in clone D11 were mapped on both haplotypes (S, Esmeraldo-like and P, Non-Esmeraldo-like) on each *in silico* chromosome of the CLB reference genome (Weatherly et al., 2009). *In silico* chromosomes of CLB are numbered 1 to 41, from the smallest, TcChr1 (0.77 Mb), to the largest, TcChr41 (2.37 Mb). Amplification and deletion regions are represented in red and green, respectively. Chromosomes and recombination events are represented to scale.

Chromosomes TcChr4 and TcChr37 are part of a single chromosome and syntenic group that is highly conserved among different *T. cruzi* lineages (Souza et al., 2011). Another syntenic group was identified in TcChr39 (Souza et al., 2011). The syntenic groups (TcChr4+TcChr37) and TcChr39 are much larger than would be expected if rearrangements occurred randomly, suggesting that they have undergone positive selection (Souza et al., 2011). The aCGH analysis agreed with this hypothesis since chromosomes TcChr39 and (TcChr4+TcChr37) exhibited very few CNVs. In a number of cases, a large part of the chromosome had changed. 

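On TcChr6-S, the 4 arrays gave 1 interval, which covered 4.97% of the length, and assay 2 alone gave 0. Table S2 splits most of this haplotype into a loss from 9760 to 124800 and a loss from 128524 to 348838. The D11 minus G difference of the 4 arrays was -0.23 (standard error 1.21, 55 probes) in the former and -0.18 (standard error 1.63, 229 probes) in the latter. The adjusted p from limma was 0.9998 for both. In the latter, the difference over the same probes was -0.37 in assay 1 as deposited and 0.00 in assay 2. Leaving out 1 array moved this value most, to -1.92 without D11 replicate 1 and to 1.62 without G replicate 1. When the names of assay 1 were moved, 1 loss of 93 positions from 51010 to 343933 covered 75.3% of TcChr6-S, with a mean log2 difference of -0.90. On TcChr6-P, a loss of 83 positions from 18210 to 336992 covered 81.9%, with a mean of -0.76. On TcChr31-S, the region that Table S2 lists as a gain from 54787 to 460408 had a difference of -0.11 (standard error 1.41, 178 probes) on the 4 arrays, 0.12 (SD over 55 probes 0.28) in assay 1 with names moved and 0.16 (SD over 286 probes 0.65) in the log2 ratio of assay 2. The gain of TcChr31-P from 263828 to 453259 had -0.33 (standard error 1.31, 82 probes) on the 4 arrays and 0.07 (SD over 31 probes 0.38) in assay 1 with names moved. No gain was called on TcChr31-S in any of these sets. On TcChr31-P, the log2 ratio of assay 2 gave a gain from 100496 to 201961 with a mean of 0.54, and assay 1 with names moved gave no interval on TcChr31, also at a threshold of 0.25.

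**Figure D2:**
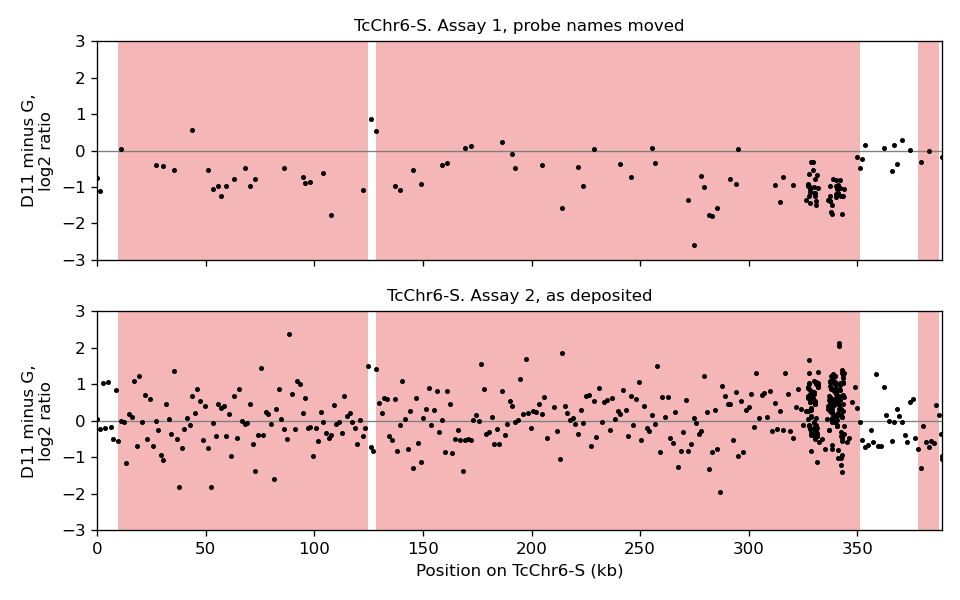
D11 minus G log2 ratio of each probe along TcChr6-S, with position in kb on the horizontal axis, for the 120 probes of assay 1 with names moved and the 474 probes of assay 2; red bands mark losses of the paper's Table S2. Most probes of assay 1 lie below 0 inside the bands, and those of assay 2 scatter around 0.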

The D11 chromosome homologous to TcChr6 lost a large region comprising 89% of the entire chromosome whereas the D11 chromosome homologous to TcChr31 showed duplication of a segment covering 41% of the chromosome. A mixed CNV pattern was found in the D11 chromosome that shares homology with TcChr12. This chromosome has a large segment with loss and gain regions that correspond to 80% of the chromosome. 

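On TcChr12-P, no interval was called from the 4 arrays or from assay 2. The gain of Table S2 from 99484 to 236170 had a D11 minus G difference of -0.30 (standard error 1.32, 55 probes) on the 4 arrays, and the loss from 251129 to 451654 had -0.43 (standard error 1.33, 142 probes). These differences were 0.56 (SD over 14 probes 0.55) and -0.65 (SD over 45 probes 0.30) in assay 1 with names moved. A gain from 97063 to 208324 with a mean of 0.74 and a loss from 266879 to 452914 with a mean of -0.67 were called there, and together they covered 55.8% of the length. In the log2 ratio of assay 2, the difference was 0.05 (SD over 89 probes 0.65) in the gain and -0.21 (SD over 215 probes 0.70) in the loss.

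**Figure D3:**
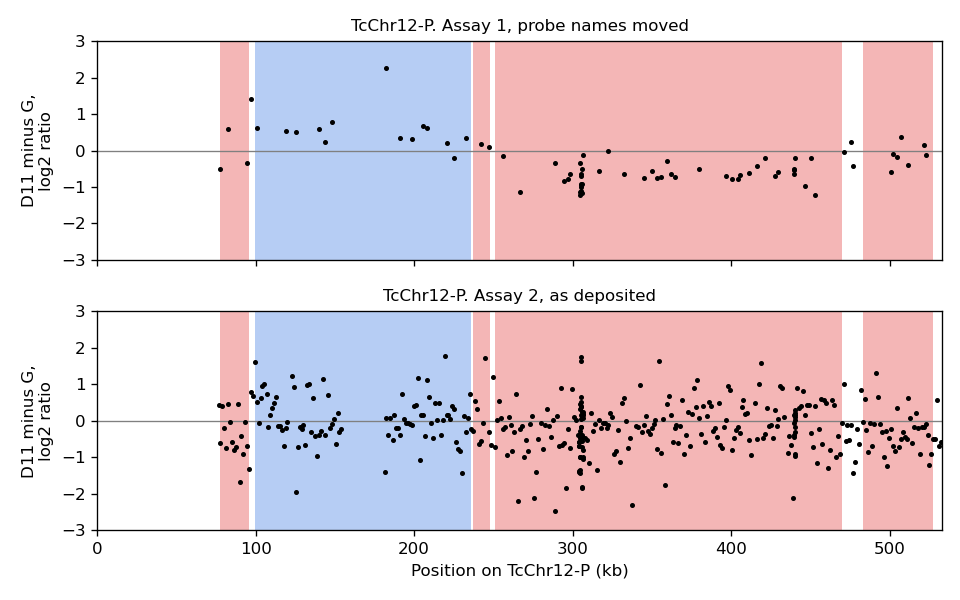
D11 minus G log2 ratio of each probe along TcChr12-P, with position in kb on the horizontal axis, for the 76 probes of assay 1 with names moved and the 402 probes of assay 2; blue bands mark gains and red bands losses of the paper's Table S2. Probes of assay 1 lie mostly above 0 in the blue band and below 0 in the widest red band.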

Several D11 chromosomes showed different hybridization patterns to those of the haplotypes of CLB. For example, the D11 chromosome homologous to TcChr22-P had a large DNA loss region (32% of the length of the chromosome) that was absent in the TcChr22-S haplotype. 

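On TcChr22-P, 0 intervals were called from the 4 arrays, from assay 2 or from assay 1 with names moved. The loss that Table S2 places from 82493 to 231475 had a D11 minus G difference of -0.02 (standard error 1.53, 120 probes) on the 4 arrays, with 0.11 in assay 1 as deposited and -0.14 in assay 2. The difference in assay 1 with names moved was -0.19 (SD over 30 probes 0.39). Over all positions of assay 1 with names moved, the mean was -0.03 on TcChr22-P and 0.04 on TcChr22-S.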

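No interval was called on TcChr24-S or TcChr24-P from the 4 arrays, from assay 2 or, at a threshold of 0.5 on the mean log2 difference, from assay 1 with names moved. The loss of TcChr24-S that Table S2 places from 242813 to 444364 had a D11 minus G difference of -0.16 (standard error 1.81, 120 probes) on the 4 arrays and -0.46 (SD over 31 probes 0.24) in assay 1 with names moved. At a threshold of 0.25, a setting chosen after seeing the data for these spots, a loss of 46 positions from 157712 to 435319 was called on TcChr24-S with a mean of -0.43 and covered 35.6% of its length. On TcChr24-P, a loss of 89 positions from 18238 to 444320 had a mean of -0.28 and covered 54.6%. In the log2 ratio of assay 2, the loss of TcChr24-S from 242813 to 444364 had -0.11 (SD over 198 probes 0.70). This is not below the mean of the whole haplotype, -0.19 on TcChr24-S, beside -0.23 on TcChr24-P, -0.23 on TcChr18-P and -0.21 on TcChr41-S.

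**Figure D4:**
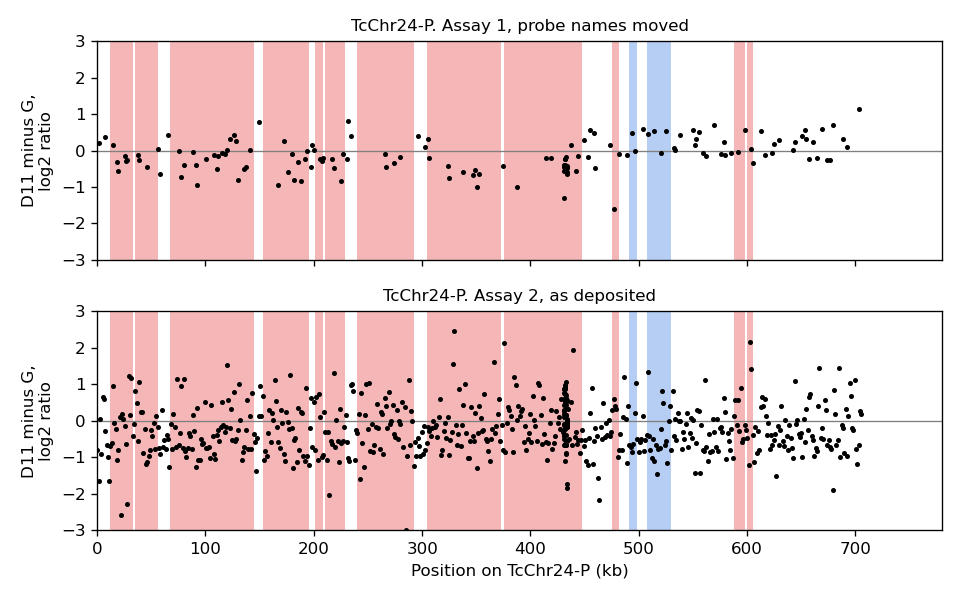
D11 minus G log2 ratio of each probe along TcChr24-P, with position in kb on the horizontal axis, for the 147 probes of assay 1 with names moved and the 638 probes of assay 2; red bands mark losses and blue bands gains of the paper's Table S2. In assay 1 the positions from 18238 to 444320 average -0.28, and those to the right lie mostly above 0.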

Another D11 chromosome had a deletion that corresponded to 36% and 57% of the Tchr24-S and Tchr24-P haplotypes, respectively. Notably, some D11 chromosomes are highly conserved with changes in less than 2% of their lengths, e.g., the D11 chromosomes homologous to TcChr39 and TcChr37. 

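On TcChr39-S, 1 loss from 1352909 to 1359063 was called from the 4 arrays and covered 0.332% of its length, and none was called on TcChr39-P. Assay 2 alone gave 1 gain of 4 positions on TcChr39-P, from 570449 to 574109. No interval was called on TcChr39 in assay 1 with names moved, and the mean over all positions was 0.00 on TcChr39-S and 0.02 on TcChr39-P. The 5 regions that Table S2 lists on TcChr39 had differences between -0.10 and -0.02 on the 4 arrays, each with a standard error of at least 0.93. With names moved in assay 1, the gains of TcChr39-P from 481949 and from 1756001 had 0.46 (SD over 3 probes 0.08) and 0.41 (1 probe), the loss of TcChr39-P from 1834821 had -0.34 (2 probes), and the loss of TcChr39-S from 321700 had 0.13 (2 probes).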

Alterations in TcChr39 correspond to only 0.76% of the whole chromosome (approximately 1.85 Mb). These results agree with previous works that showed a remarkable conservation of TcChr39 and TcChr37 in different *T. cruzi* lineages (Santos et al., 1999; Souza et al., 2011; Lima et al., 2013).

### Gene Content of Chromosomal Alterations in Clone D11

To determine the gene content of the chromosomal alterations, we analyzed 418 alterations in clone D11 using gene annotation (**Supplementary Table S3**). We identified 2,199 genes involved in DNA losses: 1,032 genes (of which 18.99% were pseudogenes) in Esmeraldo haplotypes and 1,167 genes (of which 24.67% were pseudogenes) in non-Esmeraldo haplotypes. A relatively small number of genes were identified in the amplified regions: 353 genes (of which 13.03% were pseudogenes) in Esmeraldo haplotytpes and 328 genes (of which 17.68% were pseudogenes) in non-Esmeraldo haplotypes ((**Supplementary Table S3**). The annotated genes were distributed into three groups: a 1^st^ group, consisting of MGFs encoding surface proteins, such as trans-sialidases, MASPs, TcMUC (mucins), GP63 and DGF1 (dispersed gene family 1), and nuclear proteins coded by the RHS gene family (retrotransposon hot spot protein); a 2^nd^ group, consisting of genes encoding hypothetical proteins without an assigned function; and a 3^rd^ group consisting of other genes that do not meet any of the above criteria, such as replication protein genes, kinases and phosphatases (**Supplementary Figure S5**). There was an increase in the proportion of MGFs in clone D11 in relation to the G strain. The gene content of MGFs in DNA gain regions clearly differs from those with DNA loss (**Figure 2**). We observed an increase in MASP, mucins (TcMucII) and Gp63 content in the amplification regions of clone D11 whereas in the deletion regions there was a decrease in the content of these genes and an increase in RHS and DGF1.

**Figure 2:**
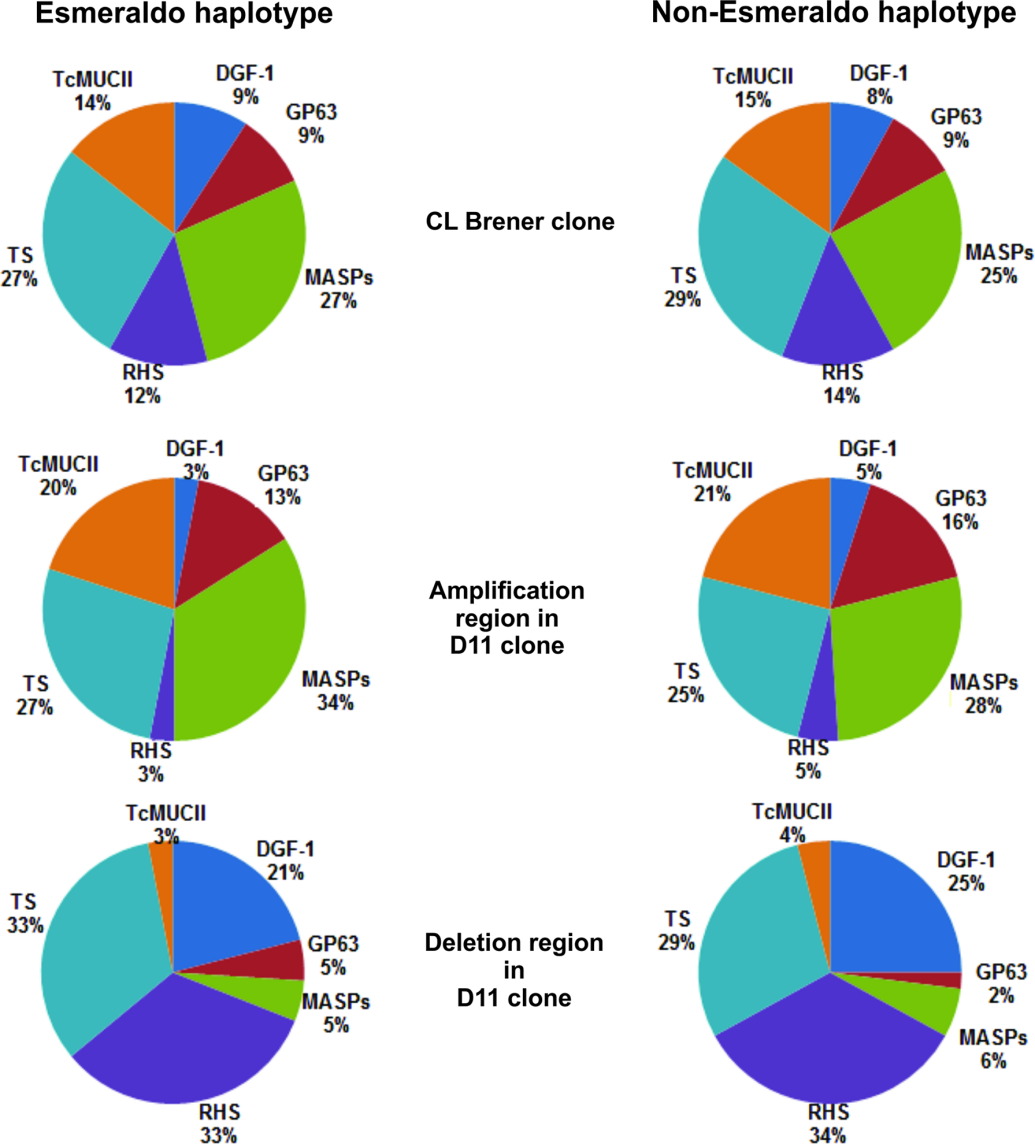
Distribution of multigene families in the chromosomal alterations of clone D11. The distribution of multigene families in amplification and deletion regions was compared with the gene content of both haplotypes (Esmeraldo and non-Esmeraldo) of the CLB reference genome. The CLB gene contents were compared with those in the amplification and deletion regions of clone D11: TS, Trans-Sialidase; TcMUCII – *T. cruzi* Mucin II; DGF-1, Dispersed Gene Family 1; Gp63; MASP – Mucin Associated Surface Protein; RHS, Retrotransposon Hot Spot.

We speculated about a possible association between the presence of MGFs and chromosomal alterations and therefore mapped the alterations (deletions in green and amplifications in red) detected in the D11 clone with the gene annotation (MGFs in light blue and other genes in black*)* in the *in silico* S and P haplotypes of CLB chromosomes (**Figure 3** and **Supplementary Figure S6**). However, we found that the CNVs were unevenly distributed along the chromosomes, and there seems to be no connection between the abundance or size of multigene family clusters (represented in light blue) and the number and size of chromosomal alterations found in clone D11. For instance, the presence of many members of MGFs throughout chromosomes TcChr18 and TcChr41 was in striking contrast to the small number of alterations in these chromosomes. On the other hand, chromosomes TcCrh6 and TcChr31 harbor a small number of genes belonging to MGFs, but many chromosomal alterations could be observed. 

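No interval was called on TcChr18 from the 4 arrays, and on TcChr41-P 2 losses covered 0.625% of the length. The mean of assay 1 with names moved over all positions was 0.11 on TcChr18-S, 0.12 on TcChr18-P, 0.05 on TcChr41-S and 0.04 on TcChr41-P. No interval was called on TcChr18 or TcChr41 in this set. At the narrower limit, a loss of 11 positions on TcChr41-S from 176691 to 469452 had a mean of -0.51 and covered 12.3% of the length. At the wider limit with a threshold of 0.25 on the mean log2 difference, a loss of 46 positions on TcChr41-P from 25423 to 262139 had a mean of -0.27 and covered 9.98%. At the left end of TcChr41, the losses of Table S2 from 1299 to 260878 on the P haplotype and from 23842 to 258769 on the S haplotype had differences of -0.18 (standard error 1.49, 151 probes) and -0.14 (standard error 1.38, 125 probes) on the 4 arrays. In assay 1 with names moved these were -0.24 (SD over 48 probes 0.30) and -0.15 (SD over 37 probes 0.32).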

In agreement with a previous report, the pattern of chromosomal alterations flanked by MGFs was observed (Minning et al., 2011). The authors reported that in several strains of *T. cruzi*, CNVs were particularly frequent in gene family-rich regions containing mucins and trans-sialidases.

**Figure 3:**
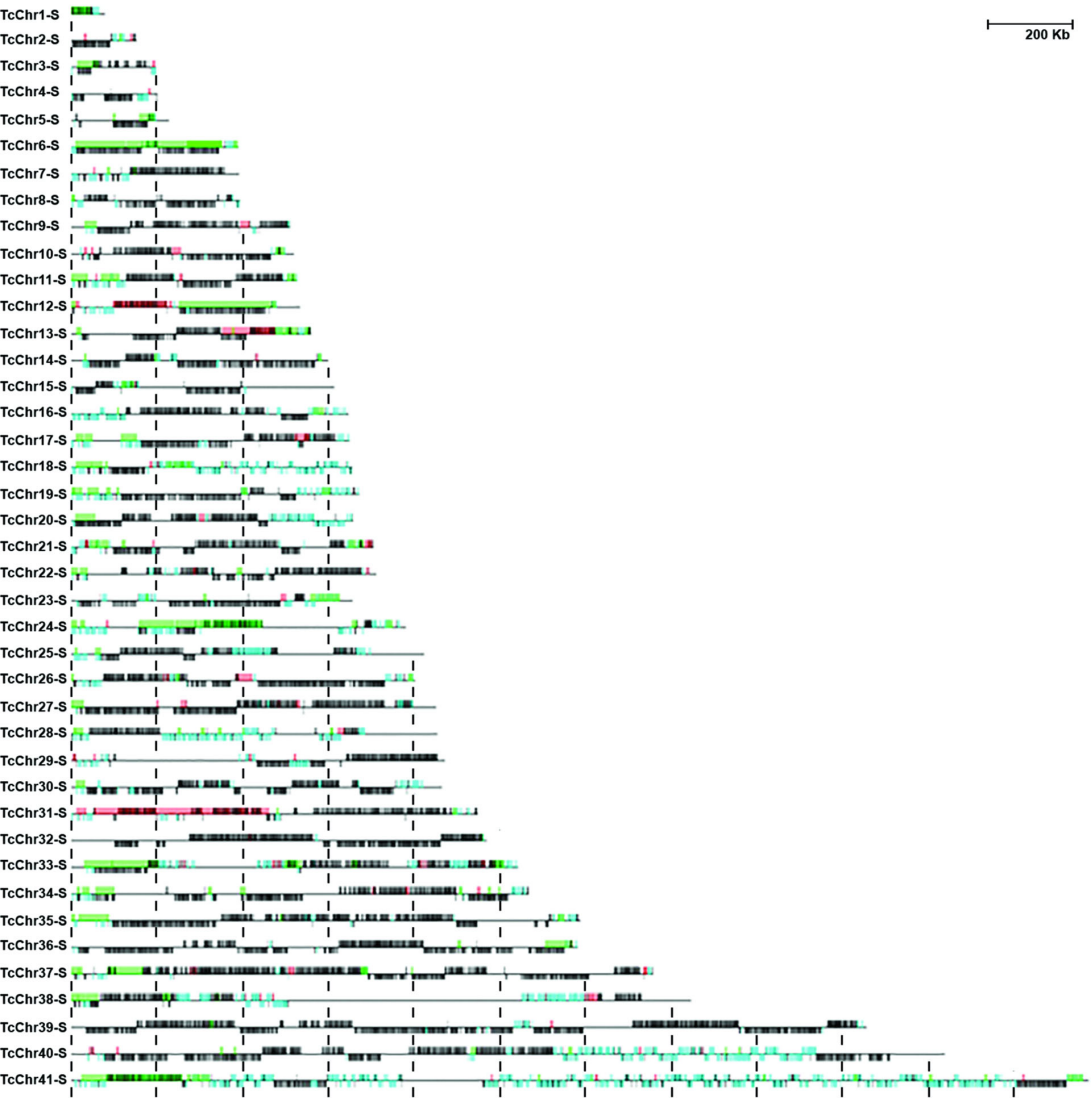
Schematic representation of *in silico* chromosomes of Esmeraldo-like haplotype showing the gene annotation and chromosomal alterations detected by aCGH in clone D11. Annotation of multigene families in CLB is shown in light blue, and the other genes in black. The CNVs detected by aCGH in clone D11 are shown on the *in silico* CLB chromosomes. DNA amplification and deletion are shown in red and green, respectively. Chromosomes and recombination events are shown to scale (Bar=200 kb).

### Gross Chromosomal Rearrangements in Clone D11

The electrophoretic karyotypes of clone D11 and the G strain differ in number and size of chromosomes (Lima et al., 2013). To facilitate understanding and comparison of CNVs between the G strain and clone D11, the chromosomal bands of these isolates were separated by PFGE using the electrophoretic conditions established by Lima et al., 2013 (Lima et al., 2013) (**Supplementary Figure S7**). Chromosome size differences between clone D11 and G strain ranged from approximately 40 to 340 kb, suggesting small chromosome rearrangements in clone D11. In this study we carried out Southern blot hybridizations using chromosome-specific markers within or near the chromosomal regions showing alterations detected by aCGH. We also looked for possible balanced recombination events that could not be identified by aCGH such as translocations.

Representative examples of rearrangements in clone D11 are shown in **Figure 4** (see raw images in **Supplementary Figures S8A-D**). The localization of CNVs in the *in silico* chromosomes and hybridization of chromosomal bands with chromosome-specific markers are shown at the top and bottom in each panel, respectively. **Figure 4A** shows the rearrangement identified with two specific markers from chromosome TcChr8 that hybridized with a single chromosomal band of 0.59 Mb in the G strain and two bands of 0.57 and 0.71 Mb in clone D11, indicating the presence of two homologous chromosomes of the same size (0.59 Mb) in the parental G strain and two different-sized homologous chromosomes in clone D11. Chromoblot hybridization results suggest that the 0.71 Mb chromosome of clone D11 was the result of an internal duplication of a 120 kb region in one of the homologous of the G strain. However, the duplication was not identified by aCGH in TcChr8 homologues (**Figure 4A**), suggesting that it may have occurred in a region that was not represented in the DNA microarray. For instance, some unresolved gaps located at the subtelomeric and non-syntenic regions of *T. cruzi* genome (El-Sayed et al., 2005; Berná et al., 2018). Only two short chromosomal alterations, a 33.8 kb deletion and a 11.3 kb duplication, were detected by aCGH in the D11 chromosome homologous to TcChr8 (**Figure 4A**).

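The loss that Table S2 places on TcChr8-P from 8629 to 29283 had a D11 minus G difference of -0.27 (standard error 1.14, 11 probes) on the 4 arrays, and the gain from 194672 to 205545 had 0.01 (standard error 1.30, 8 probes). The short losses of TcChr8-P from 30423 to 35358 and of TcChr8-S from 100 to 7360 had -0.02 (2 probes) and -0.10 (7 probes). In assay 1 with names moved, the losses of TcChr8-P from 8629 and from 30423 had 0.49 and -0.55 over 1 probe each, the gain had 0.04 over 2 probes and the loss of TcChr8-S had -0.03 (SD over 5 probes 0.21). No interval was called on TcChr8 in assay 1 with names moved or in assay 2, while the 2 gains and 1 loss called on TcChr8 from the 4 arrays overlapped no region of Table S2.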

**Figure 4:**
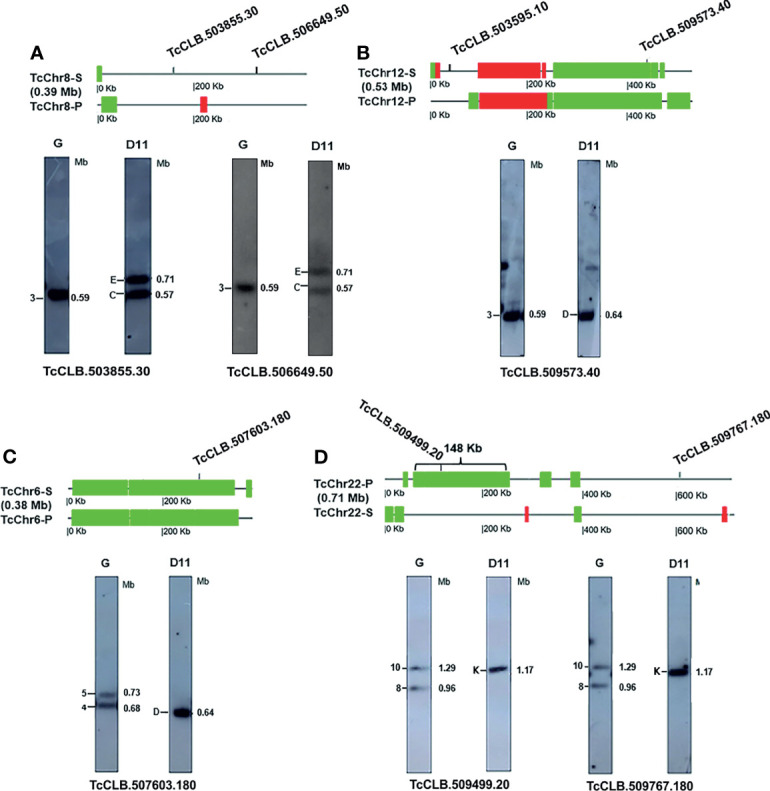
Gross chromosomal rearrangements in clone D11 detected by aCGH and chromoblot hybridization. At the top of each panel there is a schematic representation of *in silico* CLB chromosomes showing the CNVs detected in clone D11 by aCGH. DNA amplification and deletion are shown in red and green, respectively. *In silico* chromosomes and CNVs are shown to scale. Below this is the Southern blot hybridization of chromosomal bands of the G strain and clone D11 separated by PFGE with chromosome-specific markers labeled with (Zingales et al., 1997)P (see the raw image in **Supplementary Figure S8**). The number and size (Mb) of chromosomal bands are indicated. The position of the chromosome-specific marker is indicated in the CLB chromosomes. The *in silico* chromosomes and markers are: **(A)** TcChr8, TcCLB.510337.30 - adenylosuccinate lyase; TcCLB.506649.50 - cytochrome c oxidase assembly factor **(B)** TcChr12, TcCLB.509573.40 - hypothetical protein; TcCLB.503595.10 - hypothetical protein **(C)** TcChr6; TcCLB.507603.180 - ubiquitin hydrolase 6 **(D)** TcChr22; TcCLB.509499.20 - beta propeller protein 1 BPI; T; TcCLB.509767.180 - exosome component CSL4.

Taken together, these results suggest the involvement of both homologous chromosomes of the G strain in the chromosomal rearrangement found in clone D11. We also suggest that the 0.71 Mb chromosome of clone D11 was the result of an internal segmental duplication in one of the homologous chromosomes of the G strain while the 0.57 Mb chromosome of D11 was generated by loss of a (20 kb) fragment in the other homologous chromosome. However, we cannot rule out the possibility of translocation of a 120 kb segment from a nonhomologous chromosome to the 0.59 Mb chromosome of the G strain giving rise to the 0.71 Mb chromosome of D11.

Hybridization of the TcChr12-specific markers identified a single chromosomal band in both isolates, one band of 0.59 Mb in the G strain and another of 0.64 Mb in clone D11 (**Figures 4B** and **Supplementary Figure S8B**). However, the aCGH analysis showed two chromosomal alterations adjacent to each other, a duplicated and a deleted region of approximately 139 kb and 278 kb, respectively. 

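On TcChr12-S, the 4 arrays gave no interval. The largest gain of Table S2 on this haplotype, from 96882 to 179876, had a D11 minus G difference of 0.08 (standard error 1.60, 68 probes), and the largest loss, from 251096 to 448176, had -0.33 (standard error 1.63, 114 probes), with -0.66 in assay 1 as deposited and 0.00 in assay 2. In assay 1 with names moved, the difference was 0.70 (SD over 19 probes 0.46) in the gain and -0.58 (SD over 29 probes 0.33) in the loss. A gain of 24 positions from 98022 to 222236 and a loss of 27 positions from 253562 to 445836 were called there, with sizes of 124.2 kb and 192.3 kb and means of 0.81 and -0.55.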

Gain and loss regions are flanked at both sides by members of MGFs, including pseudogenes of RHS, trans-sialidases and DGF, allowing misalignment between sister or homologous chromatids. The rearrangement may be explained by unequal sister chromatid exchange that resulted in deletion and duplication of chromosome segments in the same chromatid. As shown in **Figure 5**, an unequal sister chromatid crossing over resulted in two different-sized sister chromatids (**Figure 5A**). The smaller sister chromatid lost an ~250 kb segment (in green) while it gained a segment of ~140 kb, resulting in a duplication of ~280 kb (in red). In the meantime, the larger sister chromatid lost the 140 kb segment and gained 250 kb (**Figure 5A**). At the end of mitotic division there were two sets of homologous chromosomes in the daughter cells (**Figure 5B**). In clone D11, one homologous chromosome was represented by the smaller sister chromatid whereas the other homologous chromosome was similar to the parental chromatid. The use of aCGH allowed the identification of cryptic imbalances, which had not been detected by chromoblot hybridization.

**Figure 5:**
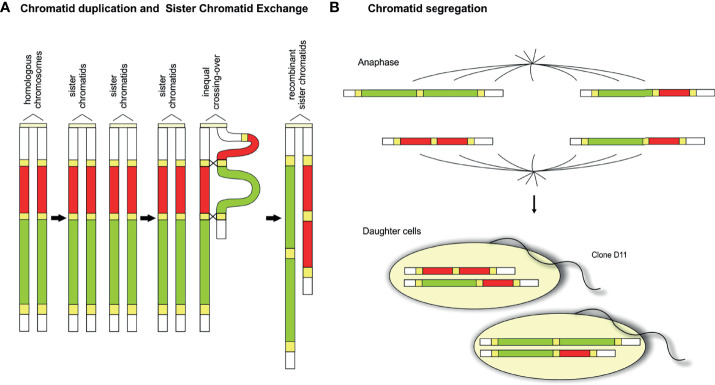
Model of unequal sister chromatid exchange accounting for the rearrangement in the D11 chromosome homologous to TcChr12. **(A)** The pair of parental homologous chromosomes is shown to the left of the duplicated parental sister chromatids. The repeated sequences (pseudogenes RHS, TS and DGF-1) (in yellow) flanking the regions involved in the duplication (red) and deletion (green) recombination events are indicated. After DNA replication, the two sister chromatids are paired with slippage of repeated sequences prior to recombination. Unequal sister chromatid cross over resulting in two chromatids of different sizes. **(B)** At the end of mitotic division two sets of homologous chromosomes are separated from each other in the daughter cells. *Each daughter cell receives* a sister recombinant chromatid. Clone D11 receives the smaller recombinant chromatid resulting from tandem duplication of a segment (in red) and deletion of the adjacent segment (in green).

Some considerations need to be made when comparing the size of an in silico chromosome with that of the chromosomal band separated by PFGE. The current sequenced genomes of *T. cruzi* are more complete and precise. However, a very few chromosomes have been finished end to end (telomere to telomere), and some unresolved gaps persist. In this way, in silico chromosomes can be smaller than the chromosomal bands in which they were assigned. The models proposed to explain the chromosomal rearrangements are based on the size of in silico chromosomes that makes difficult to correlate accurately the size of aCGH alterations with the size of chromosomal band. Regarding the chromosome TcChr6, the deletion identified by aCGH in one of the chromatids could have been balanced by DNA gain of the same size that occurred in the gaps or subtelomeric regions that are not represented in the DNA array. The presence of a single chromosomal band in clone D11 instead of two bands, as expected by the proposed model (**Figure 5**), could be explained by DNA gain occurring in the gaps and/or subtelomeric regions. In a previous work, Lima et al., 2013 (Lima et al., 2013) demonstrated that telomeric regions were involved in the sized-chromosome polymorphism in clone D11. These regions are very polymorphic and for this reason they were not included in the DNA array.

**Figure 4C** shows the rearrangement found in the D11 chromosome homologous to TcChr6. A specific-chromosome marker of TcChr6 hybridized with two chromosomal bands of 0.73 and 0.68 Mb in the G strain and with a single smaller-sized band of 0.64 Mb in clone D11, indicating the presence of two different-sized homologous chromosomes in the parental strain. Regarding the clone D11, the size of one of the homologous chromosomes can be estimated at 0.64 Mb while the other homologous chromosome would have a smaller size. Chromoblot hybridization corroborated the aCGH finding of a large deletion in TcChr6 (-1 log2 ratio). This rearrangement may be explained by unequal crossing over between homologous chromatids with deletion of an ~280 kb segment resulting in two different-sized DNA molecules (**Supplementary Figure S9A**). 

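In the TcChr6-S loss from 128524 to 348838, the 16 probes within 2.5 pixels of their place in assay 1 had a D11 minus G difference of -0.91 (SD 0.53), and the 82 probes within 4 pixels had -0.96 (SD 0.51). By channel, the difference was -0.68 in Cy5 and 0.21 in Cy3 over the 16 probes, and -0.73 in Cy5 and 0.17 in Cy3 over the 82 probes. The mean log2 ratio of these 82 probes, centred on the array median, was -0.34 on the D11 array and 0.62 on the G array. In assay 2, the 332 probes of the region had a difference of 0.23 (SD 0.67) in the log2 ratio and 0.03 in Cy5. Windows of 332 neighbouring probes elsewhere in assay 2 had means from -0.34 to 0.35. The lower value of D11 in assay 1 with names moved was thus not seen in assay 2. The Cy5 channel of assay 2 followed the other channels only with r between 0.21 and 0.35. Whether assay 2 could show such a loss is therefore open.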

After chromosome segregation, clone D11 receives one recombinant homologous chromosome represented by the smaller chromatid, and the other homologous chromosome is similar to the parental chromatid (**Supplementary Figure S9B**).

TcChr22-chromosome markers hybridized with two chromosomal bands of the parental G strain (1.29 Mb and 0.96 Mb) but with only one band in clone D11 (1.17 Mb) (**Figure 4D**). The assignment of TcChr22 markers into two bands in the G strain indicated the presence of a pair of different-sized homologous chromosomes. The chromosome size differences between clone D11 and the parental strain were 0.12 Mb and 0.21 Mb, suggesting small chromosomal rearrangements. After analyzing the aCGH results, we were able to detect a 148 kb deletion in one of the haplotypes of clone D11. 

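Only 4 probes of the TcChr22-P region lay within 2.5 pixels of their place in assay 1, and their D11 minus G difference was 0.01 (SD 0.26). Of the 30 probes within 4 pixels, the mean log2 ratio was -0.05 on the D11 array and 0.14 on the G array. The 176 probes of assay 2 had a difference of -0.05 in the log2 ratio, with an SD of 0.72.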

The hybridization of the marker TcCLB.509499.20 to the 1.17 Mb chromosomal band supports that the 148 kb segment identified by aCGH is present in one homologous chromosome of clone D11 (**Figure 4D**). One of the homologous chromosomes of clone D11 may have resulted from a deletion in the 1.29 Mb chromosome of the G strain while the other may have arisen from a segmental duplication in the 0.96 Mb chromosome of the G strain.

Although the chromosomal rearrangement in the D11 chromosome homologous to TcChr22 is quite complex, it allows a comprehensive analysis of the molecular mechanisms involved. The TcChr22-specific markers were mapped to two chromosomal bands of 1.29 and 0.96 Mb in the G strain and to a single band of 1.17 Mb in the clone D11. Lima et al., 2013 (Lima et al., 2013) suggested that fusion of the different-sized homologous chromosomes of 1.29 and 0.94 Mb of the G strain generating a dicentric chromosome was followed by fission, resulting in two similar-sized homologous chromosomes (1.17 Mb) in clone D11. However, the aCGH analysis showed a 148 kb deletion in one homologous chromosome of clone D11. Since the recombination model proposed by Lima et al., 2013 (Lima et al., 2013) did not foresee a DNA loss, we decided to propose a new model (**Figure 6**), according to which during the cloning process a double-strand break (DSB) occurred in the 1.29 Mb homologous chromosome of the G strain. The break occurred in a region that did not share any homology with the 0.94 Mb homologous chromosome of the G strain. The pairing of homologous chromosomal regions was followed by DNA repair through unequal homologous recombination (HR) *via* break-induced replication (BIR). First, the chromosomal extremity with the DSB recombination annealed with a homologous region of the DNA donor, initiating the replication repair. At the DSB end the strand resection occurred while the other strain invaded the homologous sequence in the intact donor DNA. The repair mechanism generated two homologous chromosomes measuring 1.17 Mb as a result of the addition of a 110 kb region to the donor chromosome.

**Figure 6:**
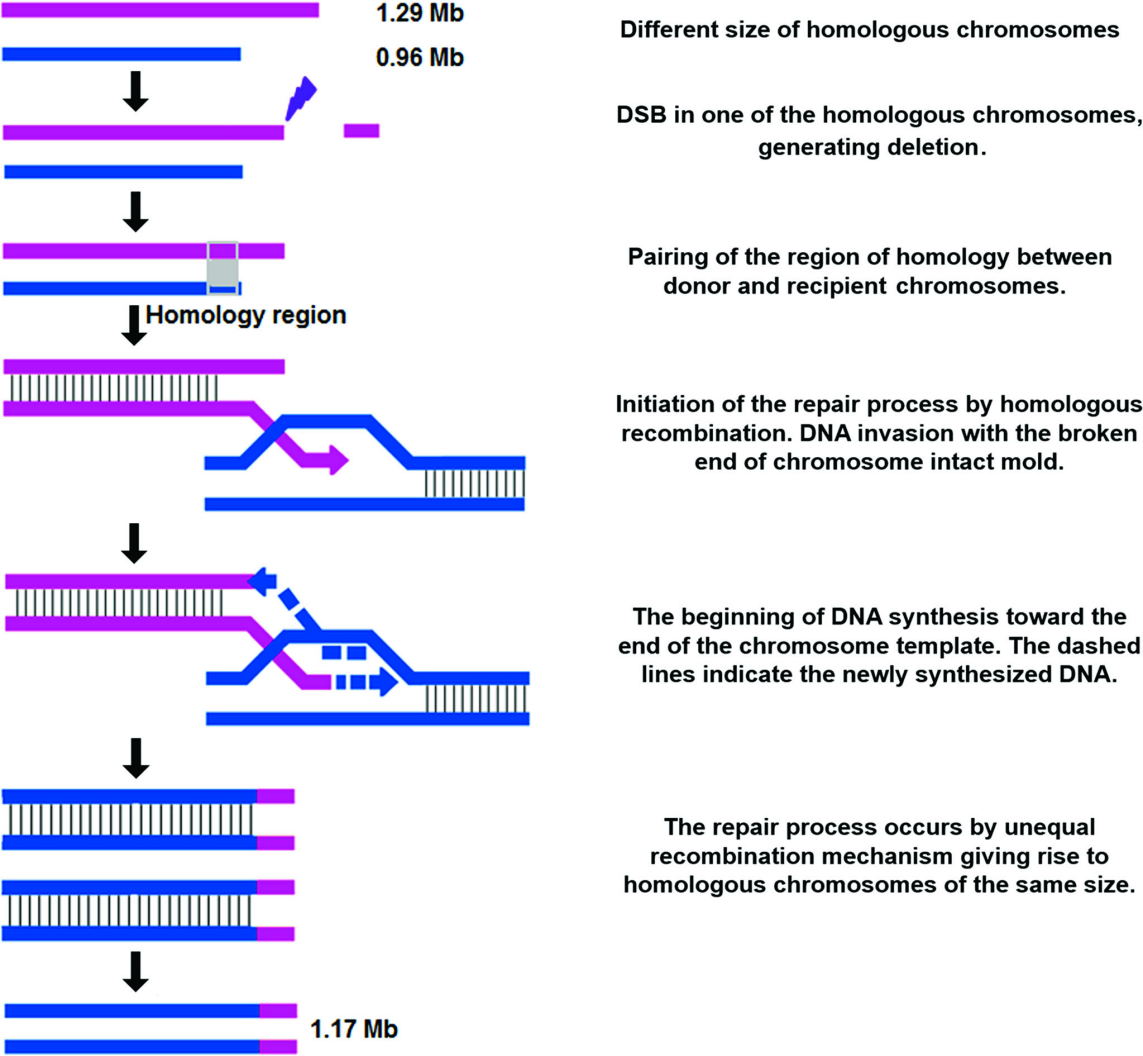
Unequal homologous recombination *via* break-induced replication (BIR). Possible mechanism of homologous recombination that gives rise to TcChr 22 polymorphism in D11 clone.

### aCGH Data Validation by qPCR

Quantitative real time PCR (qPCR) was used to validate chromosomal alterations that represent different predicted copy number variations (loss, gain or null) in clone D11 (**Table 1** and **Supplementary Table S4**). 

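Of the 9 genes of Table 1, 5 hold at least 1 probe measured on all 4 arrays. For these, limma gave an adjusted p of 0.9897 each, with a standard error of 1.74. TcCLB.509123.30 on TcChr24-S, from 248254 to 248985, had a D11 minus G difference of -0.53 over 7 probes, with -0.71 in assay 1 as deposited and -0.35 in assay 2. Its 1 probe in assay 1 with names moved had -0.66. TcCLB.507603.180 on TcChr6-S had 0.42 over 1 probe, with 1.01 in assay 1 and -0.16 in assay 2. TcCLB.503595.10 on TcChr12-S had 0.26 over 1 probe, with 0.93 in assay 1 as deposited and -0.41 in assay 2, and 0.27 in assay 1 with names moved. Among the genes that the paper lists without a copy number change in the array, TcCLB.510337.30 had -0.02 over 17 probes and TcCLB.504427.170 had -0.32 over 11 probes. In assay 1 with names moved, these had 0.17 over 7 probes and -0.10 over 4 probes. The other 4 genes had Cy5 values in assay 2 only. The differences were -0.36 for TcCLB.509573.40, 1.50 for TcCLB.511815.90, -0.42 for TcCLB.511827.50 and 0.22 for TcCLB.509499.20, each over 1 probe except TcCLB.511815.90 with 2. Of the 5 genes that Table 1 lists as altered, 2 of the 3 measured on all 4 arrays had the direction of the table, and without G replicate 1 and without D11 replicate 2 this number was 0, while without either of the other arrays it was 3. The 2 of these genes measured in assay 1 with names moved had the direction of the table, and in assay 2 alone 2 of the 5 had it.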

Triplicate qPCR assays were performed, and the results showed that 7 out of 9 aCGH results (77.7%) were confirmed (**Table 1** and **Supplementary Figure S10**). Two alterations not validated by qPCR correspond to DNA loss and were covered by a large number of probes in the aCGH. These data lead us to suggest that the outcome of aCGH should be considered correct even when it cannot be validated by qPCR.

**Table 1:** Results of quantitative real time PCR analysis for aCGH validation.

TcChr	Alteration			Type*	Validated	Genes		
	Start	End	Frequency			Gene ID	Start	End
6	128524	348838	0,942	loss	no	TcCLB.507603.180	302856	306257
8**			0,026	–	yes	TcCLB.510337.30	146763	148151
12	9715	234335	0,335	gain	yes	TcCLB.503595.10	123806	125734
12	251096	476676	0,528	loss	yes	TcCLB.509573.40	439833	440546
13***	11738	22832	0,202	–	yes	TcCLB.511815.90	200717	202384
13***	379181	475473	0,141	–	yes	TcCLB.511827.50	465082	466506
22	82493	231475	0,311	loss	no	TcCLB.509499.20	118952	120400
22**			0,007	–	yes	TcCLB.504427.170	310344	311150
24	242813	444364	0,203	loss	yes	TcCLB.509123.30	248254	248985

*The minus sign (-) indicates no alteration between parental strain G and clone D11.

**Chromosome region without copy number changes detected by aCGH.

***Chromosome region with copy number changes detected by aCGH.

In our work, the CNV validation rate when we used qPCR was similar to that obtained in mammalian genomes (Li et al., 2012; Wang et al., 2013; Wang et al., 2015; Baldan et al., 2019) observed that the qPCR validation rate is directly related to the number of probes in the region where aCGH detected alterations. They suggested that validation is necessary when the alteration is detected by fewer than 10 probes. Here, two alterations detected by aCGH were not confirmed by qPCR (**Table 1**) but were confirmed by a large number of probes, 257 on chromosome TcChr 22 (TcCLB.509499.20) and 149 on chromosome TcChr 6 (TcCLB.507603.180) (**Supplementary Table S2**). Furthermore, some sequences are known not to amplify in the PCR reaction because Taq polymerase lacks 3’→5’ exonuclease activity (Tindall and Kunkel, 1988; Wu et al., 1989). 

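The paper's Table S2 gives 257 probes for the TcChr6-S loss from 128524 to 348838 and 149 probes for the TcChr22-P loss from 82493 to 231475. Assay 2 measured 332 and 176 probes between these coordinates. With outlier spots left out, 229 and 120 probes were measured on all 4 arrays. With names moved and outlier spots kept, assay 1 measured 82 and 30.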

The presence of a mismatch in the last nucleotide at the 3’ end of the primer is enough to block the extension of the oligonucleotide by Taq DNA polymerase as there is a lack of 3’→5’ exonuclease activity (Wu et al., 1989) It is possible that because of the large size of the probes in aCGH, the chances of finding SNP-type polymorphisms using this technique are higher. This would explain why aCGH is able to detect variants that cannot be detected (amplified) by PCR.

## Discussion

Clone D11 is a derived clone of the *T. cruzi* G strain isolated in our laboratory by a limiting dilution method (Santori, 1991; Lima et al., 2013). The parental G strain was isolated in 1980 from an opossum (*Didelphis marsupialis*) in the Brazilian Amazon (Yoshida, 1983; Yoshida, 2006). Over the years the G strain has shown consistent phenotypic stability for virulence, growth and metacyclogenesis. For instance, the infective metacyclic trypomastigotes display the same profile of cell surface glycoproteins, as well as the same ability to invade human epithelial cells, which is associated with the expression of cell surface glycoproteins and differential calcium signaling activity (Teixeira and Yoshida, 1986; Mortara et al., 1988; Schenkman et al., 1988; Yoshida et al., 1989; Mortara et al., 1992; Ruiz et al., 1998; Yoshida, 2006; Atayde et al., 2007). Genotyping analysis using 10 different microsatellite loci suggested that the G strain displays a monoclonal population structure (Lima et al., 2013). Clone D11 differs from the parental G strain in five microsatellite loci, suggesting that it might have been generated during the cloning process rather than isolated from a pre-existing mixed population (Lima et al., 2013). On the other hand, we cannot rule out the hypothesis the existence of a multiclonal population structure formed by subpopulations with some differences from the original predominant strain. Taking into account these possibilities, we have assumed that clone D11 is derived from G strain. Here, we designed a high-resolution array based on CLB *in silico* chromosome sequences using the e-array platform from Agilent technologies, Santa Clara, California, USA. The aCGH analysis was performed to compare the chromosomal alterations in the G strain and clone D11, and the CLB genome was used as a reference. The aCGH analysis performed by Minning et al. (2011) highlighted the gene content variability among *T. cruzi* isolates, elucidating the impressive interstrain variation in this parasite. In the present study, we showed intrastrain genetic variability between a clone and its parental strain. We identified a high number of small DNA deletions in clone D11, a finding which is in agreement with previous estimates that the D11 genome (81 Mb) is smaller than the G strain genome (89.8 Mb) (Lima et al., 2013).

Chromosomal alterations (DNA gain or loss) larger than 50 bp between two individuals of the same species are considered the main source of genomic variation (Wang et al., 2015) and are also considered to be an important sources of genetic variation in evolution (Hastings et al., 2009; Anand et al., 2013). Homologous recombination also play a key role to generate genetic exchange and environmental fitness in different organisms and several reports demonstrates homologous recombination also have an important role in *T. cruzi* genetic variability (Chiurillo et al., 2016; Alves et al., 2018). In trypanosomatids, it has been shown that these variations can be due to CNVs that may play an important role in environmental adaptive response and transcript abundance (De Gaudenzi et al., 2011; Downing et al., 2011; Minning et al., 2011; Sterkers et al., 2012; Real et al., 2013; Reis-Cunha et al., 2015; Belew et al., 2017; Dumetz et al., 2017; Reis-Cunha et al., 2018). Therefore, CNVs can affect not only genomic organization but also gene expression (De Gaudenzi et al., 2011; Reis-Cunha et al., 2015; Belew et al., 2017; Dumetz et al., 2017). Several phenotypic and genotypic differences have been detected between clone D11 and the parental G strain (Mortara, 1991; Santori, 1991; Mortara et al., 1999; Mortara et al., 2005; Lima et al., 2013). For instance, extracellular amastigotes of clone D11 were 10–15% less infective to HeLa cells than those of the G strain (Mortara, 1991; Santori, 1991; Mortara et al., 1999). Although chromosome alterations do not seem to affect the fitness of clone D11, some losses could lead to decreasing virulence, suggesting an adaptive role of chromosome instability. Recently, Dumetz et al. (2017)sequenced the genomes and transcriptomes of *Leishmania donovani* in *in vivo* conditions mimicking the natural vector environment and vertebrate host environment. After passage through the insect vector, karyotype changes and CNVs were detected and correlated with the corresponding transcript levels, confirming the impact of aneuploidy on molecular adaptations and cellular fitness. In *T. cruzi*, Belew et al. (2017) performed a comparative transcriptome analysis of clones CLB and CL-14, both derived from the same parental CL strain of *T. cruzi*. Both clones showed reduced or delayed expression of surface antigen genes, which in clone CL-14 was associated with virulence, as this clone is neither infective nor pathogenic in a murine model.

The identification of chromosomes with large chromosomal alterations (≤ 400 kb) in clone D11 suggests the occurrence of segmental aneuploidy. Although aneuploidy is often considered to be deleterious, some fungi and protozoa seem to benefit from it (Pagès et al., 1989; Sterkers et al., 2011; Sterkers et al., 2012; Hirakawa et al., 2015; Reis-Cunha et al., 2015; Möller et al., 2018; Reis-Cunha et al., 2018). *T. cruzi* is considered to be mainly a diploid organism with different-sized homologous chromosomes, but recent studies have suggested the occurrence of aneuploidy in this parasite (Minning et al., 2011; Reis-Cunha et al., 2015; Reis-Cunha et al., 2018). Our data also suggest that segmental aneuploidy is relatively common in *T. cruzi* and could generate genetic diversity in an organism in which reproduction seems to be predominantly asexual.

The *T. cruzi* genome contains a large number of repetitive sequences (micro and minisatellites, retrotransposons and MGFs) (El-Sayed et al., 2005; Berná et al., 2018; Callejas-Hernández et al., 2018). It has been proposed that the genome is structured in a “core compartment” composed of conserved genes and conserved hypothetical genes, and a nonsyntenic region (“disruptive compartment”) composed of the multigene families TS, MASP and mucins (Berná et al., 2018). Several MGFs (GP63, DGF-1 and RHS) are dispersed throughout both compartments (Berná et al., 2018). These regions of *T. cruzi* rich in repetitive sequences (“disruptive compartments”) could serve as recombination sites for homologous recombination (El-Sayed et al., 2005; Kim et al., 2005; Martins et al., 2008; Bartholomeu et al., 2009; Moraes Barros et al., 2012; Chiurillo et al., 2016; Talavera-López et al., 2021). Comparison of the gene annotation in altered regions of clone D11 with that of the corresponding regions in CLB indicated an increase in MGFs. When we compared the chromosomal alterations with the gene annotation, we could observe members of MGFs flanking deletions and amplifications in the D11 clone, suggesting that these genes play a role in recombination events. There was an increase in MASP genes and mucin and gp63 in the amplification regions in the D11 clone while in the deletion regions there was a reduction in these genes and an increase in RHS and DGF-1. These results suggest that MGFs may have a role in the homologous recombination, serving as homology site.

Gross chromosome rearrangements in clone D11 were detected by chromoblot hybridization and supported by aCGH. We suggest that mitotic chromosome rearrangements may be explained at molecular and cytological levels by unequal crossing over between sister or homologous chromatids mediated by flanking repeated sequences and unequal homologous recombination *via* break-induced replication. For instance, the rearrangements of chromosomes TcChr12 and TcChr6 may be generated by unequal mitotic crossing over between sister or homologous chromatids which are justified by the rearrangements in chromosomes TcChr12 and TcChr6, respectively. Another mechanism is the unequal HR *via* BIR proposed to explain the TCcr22 rearrangement. Homologous recombination has been demonstrated in *T. cruzi* natural populations and in experimental conditions, in which it mediates the integration of exogenous DNA from the transfection vector into the trypanosome genome (Gaunt et al., 2003; Baptista et al., 2004; Passos-Silva et al., 2010; Ramírez et al., 2013; Chiurillo et al., 2016). One of the best-studied recombination mechanisms is that induced by DNA DSBs (Hastings et al., 2009; Sakofsky et al., 2012; Anand et al., 2013). A DSB is a potentially lethal event that can occur by exposure to ionizing radiation and chemical mutagens, but can also occur spontaneously during DNA replication and segregation (Hastings et al., 2009; Sakofsky et al., 2012; Anand et al., 2013). HR involves the interaction between large homology regions and single strand annealing (SSA), gene conversion or BIR (Hastings et al., 2009; Sakofsky et al., 2012; Anand et al., 2013). The repair occurs by BIR when only one end of a DSB has homology with the donor sequence; one strand is resected, and the other invades the homologous sequence in the intact donor DNA to initiate the repair. BIR repair results in a copy of several kilobases from the donor site and DNA loss.

Accumulating experimental evidence suggests that recombination has driven major genetic alterations in *T. cruzi* (Tibayrenc et al., 1990; Westenberger et al., 2005; de Freitas et al., 2006; Tibayrenc and Ayala, 2013; Berry et al., 2019; Schwabl et al., 2019). Recently, it has been suggested that homologous recombination may play an important role in the dormancy signaling in *T. cruzi*. Sánchez-Valdéz et al. (2018) (Sánchez-Valdéz et al., 2018) described the occurrence of spontaneous dormancy in the amastigote during extended drug exposure in the experimental *T. cruzi* infection. These authors hypothesized that dormancy could be caused by genetic recombination events in the replicating stages of *T. cruzi* life cycle (Sánchez-Valdéz et al., 2018). Resende et al. (2020) (Resende et al., 2020) demonstrated that homologous recombination plays an important role in the dormancy in *T. cruzi*. They showed that amastigote and epimastigote dormancy is strain-dependent in *T. cruzi* and it is directly correlated with mRNA TcRAD51 levels, a recombination pivot, responsible for strand invasion and search for homology between broken strand and the template (Baumann and West, 1998; Gomes Passos Silva et al., 2018; Resende et al., 2020). Costa-Silva et al. (2021) demonstrated that DNA topoisomerase 3α (TcTopo3α) is important for homologous recombination repair and replication stress in *T. cruzi*. TcTopo3α gene knockout inhibited the amastigote proliferation and a high number of dormant cells was identified. TcTopo3α knockout parasites treated with methyl methanesulfonate (MMS) showed a slower cell growth and loss their ability to repair damage. Segmental duplication/deletions were associated to the multigene family’s regions in the knockout parasites (Costa-Silva et al., 2021).

The genomic changes detected by aCGH suggest the presence of a dynamic genome that responds to environmental stress by varying the number of gene copies and generating segmental aneuploidy.

## Data Availability Statement

The original contributions presented in the study are included in the article/**Supplementary Material**. Further inquiries can be directed to the corresponding authors. The raw aCGH data and sequence of probes involved in the aCGH design for Trypanosoma cruzi have been deposited into the GenBank GEO database (GSE197870).

## Author Contributions

Conceived and designed the experiments: MM, JS, DB, and SR. Performed the experiments: DC, MM, FL, JR-C, RC, FM, RV, and AC-M. Analyzed and interpreted the data: MM, DC, and JS. MM and JS wrote the paper with contributions from all authors. All authors read and approved the final manuscript.

## Funding

This work was supported by the thematic project FAPESP (2016/15000-04) coordinated by Renato Arruda Mortara (RAM), and in this project José Franco da Silveira (JS) participates as deputy coordinator. As recommended by FAPESP, the name of the coordinator must appear together with the process number in the Funding section, as follows: Renato Arruda Mortara (2016/15000-04). AC-M is a postdoctoral fellowship from CAPES/PNPD, Brazil (Coordenação de Aperfeiçoamento de Pessoal de Nível Superior/Programa Nacional de Pós-Doutorado). This study was also supported by Conselho Nacional de Desenvolvimento Científico e Tecnológico (CNPq), Brazil, as follows: doctoral fellowship for RC (147453/2016-0), postdoctoral fellowship for MM (157637/2015-8) and DC (150526/2017-2) and PQ for JS (306591/2015-4) and DB (309465/2015-0); and in part by CAPES and the Instituto Nacional de Ciência e Tecnologia de Estratégias de Interação Patógeno-Hospedeiro INCT-IPH), CNPq, Fundação à Pesquisa do Estado de Goiás (FAPEG), Brazil.

## Acknowledgments

We would like to thank Dr Yuri Moreira (Agilent Brasil) for his expert advice and technical support for the T. cruzi-CGH array, and to Drs Thaise L. Teixeira and Camila M. Yonamine Asanuma for the advice and support in the preparation of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

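Genomic DNA of clone D11 and of the parental G strain was hybridized to 4 dual-colour Agilent arrays, 2 per strain, in 2 assays on 1 slide each. The labels name the first and the second assay, and the deposited arrays of an assay share a slide, so that the arrays of an assay form a pair. The deviations of the assay 1 arrays from their strain's mean correlated with r = 0.92 over 33762 probes, and the assay was therefore also fitted as a block. The labels give the same strain for both channels of each array, and the mapping of arrays to strains rests on the label of the Cy5 channel and the title.

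The authors processed the scans with the Feature Extraction software. The deposited processed signals are intensity values, background-subtracted, detrended and dye-normalized, on a linear scale, and the deposited spot and background medians are raw intensity values. The deposited ratio of Cy5 to Cy3 is on the log10 scale, with surrogate values for dim spots. The authors' table of the series holds this log10 ratio multiplied by a constant, which was taken out before its use as an alternative. The step from these values to the alterations of Table S2, the interval detection in Genomic Workbench, is not in the files, and the intervals reported here come from a score of the same form without the probe weights of that software.

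The processed Cy5 signal was put on the log2 scale. Control spots and spots with an outlier flag were left out, spots of one probe were averaged, and each array was centred on its median over probes. Probes were placed by the coordinates that the files give on the S and P haplotypes of CLB. The paper gives release 6 of the CLB genome for the array design and its Table S1 another release. The coordinates of the files were used without conversion. Differences between D11 and G were tested per probe, per region of Table S2 and per gene of Table 1 with limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Intervals were called per haplotype by the sum of the standardized differences over the square root of the number of probes, with a score of at least 6, at least 4 consecutive probes and a mean log2 difference of at least 0.5 in size. The correlation of chromosome length with the number of intervals was tested with 100000 permutations. Shares of regions have 95% exact Clopper-Pearson intervals and were set against 1000 shuffles of the directions over regions with at least 3 probes. The other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.

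The comparison, the tests, the alternatives and the rule for the regions and genes to be named were set before the data were examined, when the values of the paper's tables had been seen. The regions named are those of Table S2 of at least 100 kb, those inside the regions of Table 1, and those on TcChr4, TcChr8 and TcChr39, 33 in all. The genes named are the 9 of Table 1. From the intervals called here, the 5 gains and the 5 losses with the most probes are named. The intervals of assay 1 with names moved, those of the Cy3 channel of assay 2, further intervals on TcChr31, TcChr37 and TcChr39, and the means over whole haplotypes were chosen after their values were seen. The markers of Fig. 4 outside Table 1 were left out, since the files and the tables give no coordinates for them.

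The alternatives set then were the Cy3 channel, the log2 ratio of Cy5 to Cy3 and its difference halved, normexp background correction with an offset of 50, quantile normalization, centring on TcChr39, probes well above background in Cy5 on all arrays, the assay as a block, each assay alone, each array left out in turn, the authors' table of the series, and for intervals a mean threshold of 0.25, a score of 10 and at least 10 probes. The alternatives added after seeing the data move the probe names of assay 1 to other spots, alone and together with assay 2, and take the log2 ratio or the Cy3 channel of assay 2 alone. For the move, the scanned positions of bright and dim Cy3 spots were matched to assay 2 over the whole array and then in 8 by 8 blocks, and a shift with a slope was fitted to the blocks. Spots were kept within 2.5 pixels of a place with spots unflagged and well above background, or within 4 pixels with outlier flags kept. With an assay alone, 1 array per strain leaves no test.

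Interval calling was tested on simulated data, in which 40 of 40 planted intervals were found with 0 false calls among 48715 positions. The simulated noise was normal and evenly spread, unlike the measured differences of the 4 arrays, whose SD was 1.00 over positions against 0.39 from neighbouring positions, so that the simulation does not give the false calls of the measured data. For these, a step added after the calls had been seen shuffled the differences over the positions 100 times. The shuffles gave a mean of 19.2 intervals where 36 were called from the 4 arrays and 55.3 where assay 1 alone gave 75. The mean was 0.16 where 14 were called from assay 1 with names moved. It was 1.43 where 7 were called from assay 2 alone, and 0.06 where 12 were called from its log2 ratio. Of these 12, 4 overlapped a Table S2 region of the same type, against 12 of the 14 in assay 1 with names moved. A count above the shuffled mean thus does not set assay 1 with names moved apart. The placing of spots put 4545 of 4545 simulated spots in their place. In simulated sets of 30000 probes with 200 changed by 1 on the log2 scale, limma found 78 without a block and 177 with the block when the assays were alike. When a large difference between the assays was added, it found 0 without a block and 183 with it, the latter with 11 false calls. Each change was put on the same probe in both assays, so names that point to other spots in one assay were not simulated.

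The number of arrays limits the precision. In assay 1, 28.45% of the probe spots of the D11 array and 30.8% of those of the G array carried an outlier flag, against 0.378% and 0.403% in assay 2. In assay 2, 4594 and 6653 probe spots were saturated in Cy3. The gene content of the alterations and the multigene families were left out, since the files name no gene for a probe and the gene table of the supplement is incomplete in the copy used. The blots and the qPCR have no files and were not analysed here.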

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

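The tests of this part were chosen only after the result was seen. The paper does not analyse the Cy3 channel of an array by itself. In assay 2, the D11 minus G difference of the Cy3 channel alone gave 5 intervals, all losses, on TcChr11-P from 478543 to 497718 with a mean log2 difference of -0.63, on TcChr25-P from 305112 to 328260 with -0.59, on TcChr27-S from 546124 to 560584 with -0.74, and on TcChr39-P from 10573 to 38955 with -0.64 and from 1808138 to 1811835 with -0.54. Of these, 1 overlaps a loss of Table S2. There is no control sample, and the channel has 1 array per strain, so these intervals have no replicate.

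After the median difference of probes of like Cy3 brightness was subtracted, 8 intervals were called and none of them overlapped the 5. A trend of the difference with brightness is thus a candidate explanation of all 5 (8 intervals after the brightness trend was subtracted). The Cy5 channel of assay 2 also gave a loss on TcChr27-S, from 548524 to 559384 with a mean of -0.86. It gave no interval at the others of the 5. Whether a trend with brightness also holds in Cy5 was not tested, so the cause of that loss stays open. Without the probes saturated in Cy3, 2 intervals were called, both overlapping the 5, so saturated spots may account for 3 of the 5 but not for the other 2 by themselves. Which of the 5 depend on saturated spots through the loss of probes alone was not tested. A difference in the DNA of the Cy3 channel between the arrays was not tested and stays open, since the labels name the strain of the Cy5 channel for Cy3 as well and the paper names the G strain as the reference.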

How the results depend on the processing

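The alternatives that move the probe names of assay 1, and those that take the log2 ratio or the Cy3 channel of assay 2 alone, were chosen only after the results were seen. Where no cause is given for a change below, the cause was not tested.

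The number of probes changed by limma was 0 in the main comparison and in each alternative with a test, the replicate block included, except the 4 arrays with assay 1 moved and the assay as a block, which gave 6 of 2213 probes (134 with an unadjusted p under 0.05). At an unadjusted p under 0.05, the counts of the other alternatives lay between 0 and 626, and the replicate block gave 385. The number of Table S2 regions past the threshold in the direction of Table S2 was 0 in each of these fits. Without G replicate 2, 1 region passed the threshold in the opposite direction.

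The number of regions with the direction of Table S2 in both assays was 124 of 413 measured, with 63 opposite. It was 77 in the Cy3 channel, with 99 opposite. With probes well above background it was 68 of 256, with 56 opposite. In the 4 arrays with assay 1 moved it was 87 of 187, with 14 opposite. With the wide limit it was 170 of 355, with 25 opposite. It lay between 92 and 146 in the other alternatives. The share of regions with that direction, 60.7%, was 49.9% in the Cy3 channel, 54.15% with quantile normalization and 51.6% in assay 1 alone. With names moved, assay 1 gave 88.0% in the log2 ratio, 78.0% in Cy5, 26.0% in Cy3 and 91.9% with the wide limit, and the 4 arrays with assay 1 moved gave 72.0%, with and without the replicate block, and 82.7% with the wide limit. Shuffled directions reached at most 84.0%, 78.0%, 38.0% and 70.4% in the former and 76.0% and 71.9% in the latter. The Cy3 channel of assay 2 gave 41.9%. With 1 array left out, the share lay between 37.6% and 62.6%; it was 37.6% without G replicate 1 and 44.1% without D11 replicate 2.

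The 6 gains and 30 losses called from the 4 arrays became 1 and 0 in the log2 ratio, 0 and 0 in its halved form, 10 and 12 with normexp, 0 and 0 among probes well above background, 14 and 61 in assay 1 alone, and 1 and 0 with the authors' table of the series. These were 5 and 4 with quantile normalization and 4 and 3 in assay 2 alone. A score of 10 gave 0 and 4 and at least 10 probes gave 2 and 5, as stricter settings of the same calls. With names moved, assay 1 gave 0 and 7 in the log2 ratio, 1 and 5 in Cy5, 1 and 0 in Cy3, 6 and 8 with the wide limit and 7 and 15 with the wide limit and a mean of 0.25, and the 4 arrays with assay 1 moved gave 0 and 0, with either limit. Assay 2 alone gave 9 gains and 3 losses in the log2 ratio, and 0 gains and 5 losses in Cy3. With 1 array left out, gains and losses ranged from 0 to 80 and from 0 to 79. They were 0 and 79 without D11 replicate 1, 80 and 0 without G replicate 1, 71 and 0 without D11 replicate 2, and 0 and 76 without G replicate 2. A strain then has the array of a single assay, and the lone array was taken to vary like the others.

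Of the 33 named regions, 21 had the direction of Table S2. This was 15 of 33 with the authors' table of the series, 17 of 33 in the Cy3 channel, in the log2 ratio and in assay 1 alone, 19 of 33 in assay 2 alone, 18 of 33 in its log2 ratio and 16 of 33 in its Cy3 channel, 12 of 25 with probes well above background and, in assay 1 moved, 22 of 25 in the log2 ratio, 19 of 25 in Cy5, 2 of 25 in Cy3 and 28 of 31 with the wide limit. With 1 array left out, the number lay between 12 and 21, with 13 without G replicate 1 and 12 without D11 replicate 2. Of the 3 altered genes of Table 1 that were measured, 2 had the direction of the table. This was 1 of 1 with probes well above background and, with the wide limit, 2 of 2 in assay 1 moved and in the 4 arrays with assay 1 moved. With the narrower limit, none of these genes was measured, and there is no value. The number lay between 0 and 3 with 1 array left out, being 0 without G replicate 1 and without D11 replicate 2, and 3 without D11 replicate 1 and without G replicate 2. Over 38 named regions and genes, 476 of 836 values under an alternative moved by less than the spread between the assays and 360 by more.

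The correlation of chromosome length with the number of intervals, r = 0.45, was reached in 32 of 100 shuffles of the differences over positions. It fell below the threshold with normexp (0.15), in assay 1 moved in the log2 ratio (0.11), in assay 1 moved with the wide limit and a mean of 0.25 (0.17), and in assay 2 alone in the log2 ratio and in Cy3 (0.25 each). It changed sign in assay 1 moved in Cy5 (-0.07), in Cy3 (-0.04) and with the wide limit (-0.05), and with at least 10 probes (-0.03). With 1 array left out it lay between 0.24 and 0.45, and was 0.30 without D11 replicate 1 and 0.24 without G replicate 1. It gave no value where no interval was called, as in the halved log2 ratio, among probes well above background and in the 4 arrays with assay 1 moved.

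Multigene families gave no value under any setting. In assay 1, fewer probe spots stand above background, and with names moved 10543 probes or fewer remain, which limits the regions that can be measured to 355 of 418.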

Differences from the paper's values

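The alternatives with assay 1 moved, and those with the log2 ratio or the Cy3 channel of assay 2 alone, were chosen only after the values were seen. The other alternatives were set before the data were examined. A value is said here to come within the paper's where neither is more than 1.5 times the other, and for the log2 ratio of TcChr6-S where the signs agree and the values differ by no more than the SD between the assays, 0.26.

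The paper's number of chromosomal imbalances is 418, its number of gains 144 and its number of losses 274. The values here are 36, 6 and 30. All alternatives set before the data were examined differ from the paper's values as well, with between 0 and 80 intervals, between 0 and 80 gains and between 0 and 79 losses, and so do the alternatives chosen after the values were seen, with between 0 and 22 intervals.

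The paper's mean size is 23 kb, and the value here is 9.54 kb. Of the alternatives set before the data were examined, a score of 10 (28.4 kb) and at least 10 probes (24.9 kb) come within the paper's value, and the other alternatives with intervals do not. The Cy3 channel of assay 2, chosen after the values were seen, gives 17.8 kb and overlaps 1 of the paper's 418 regions in its direction, so that it drops 417. The paper's smallest size is 1.5 kb, and the value here is 0.301 kb. The log2 ratio and the authors' table of the series (1.05 kb each), quantile normalization (1.07 kb), the arrays without G replicate 2 (1.11 kb) and at least 10 probes (1.88 kb) come within the paper's value, and the other alternatives set before the data were examined do not. Chosen after the values were seen, assay 1 moved with the wide limit (2.025 kb) drops 397 of the paper's regions, the same with a mean of 0.25 (2.025 kb) drops 374, and the log2 ratio of assay 2 (1.05 kb) drops 409. The paper's largest size is 405 kb, and the value here is 68.6 kb. No alternative set before the data were examined comes within it. Those that do were chosen after the values were seen. They are assay 1 moved in the log2 ratio (481 kb, which drops 400 of the paper's regions), in Cy5 (314.5 kb, which drops 403), with the wide limit (319 kb, which drops 397), with the wide limit and a mean of 0.25 (426 kb, which drops 374), and the log2 ratio of assay 2 (598 kb, which drops 409).

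For TcChr6-S, the paper's share of the chromosome that was altered is 89.3%, and the value here is 4.97%. The arrays without D11 replicate 1 (98.7%), without G replicate 1 (99.6%) and without G replicate 2 (90.9%) come within it, the arrays without G replicate 1 as a gain, with 79, 80 and 76 intervals over the genome; the other alternatives set before the data were examined do not. Chosen after the values were seen, assay 1 moved in the log2 ratio (70.3%, which drops 400 of the paper's regions), in Cy5 (80.85%, which drops 403) and with the wide limit (75.3%, which drops 397, or 374 with a mean of 0.25) come within it. The paper's log2 ratio for the deletion of TcChr6 is -1, and the value here is -0.18. No alternative set before the data were examined comes within it, the nearest being -0.37 in assay 1 alone among those that keep all arrays of an assay. Assay 1 moved in the log2 ratio (-0.91, which drops 400 of the paper's regions as called intervals) and with the wide limit (-0.96, which drops 397), both chosen after the values were seen, do, while assay 1 moved in Cy5 (-0.68) does not.

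For TcChr12-P, the paper's share is 80%, and the value here is 0%. The arrays without D11 replicate 1 (83.3%), without G replicate 1 (84.4%) and without G replicate 2 (83.3%) come within it, each as a single type of alteration, with 79, 80 and 76 intervals over the genome, and the other alternatives set before the data were examined do not. With the wide limit, assay 1 moved gives 55.8% and comes within it, with both a gain and a loss; this was chosen after the values were seen and drops 397 of the paper's regions, or 374 with a mean of 0.25. For TcChr24-S, the paper's share is 36%, and the value here is 0%, and no alternative set before the data were examined comes within it. For TcChr24-P, the paper's share is 57%, and the value here is 0%, and the arrays without D11 replicate 1 (79.6%) and without G replicate 2 (78.5%) come within it, each with losses alone, 79 and 76 over the genome, while the others set before the data were examined do not. Assay 1 moved with the wide limit and a mean of 0.25, chosen after the values were seen, gives 35.6% and 54.6% on these haplotypes and drops 374 of the paper's regions.

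For TcChr31-S, the paper's share is 41%, as a duplication, and the value here is 0.747%, from 2 losses and 0 gains. For TcChr22-P, the paper's share is 32%, and the value here is 0%. For TcChr39-S, the paper's share is 0.76%, and the value here is 0.332%. For these 3 haplotypes, no alternative set before the data were examined and none chosen after the values were seen comes within the paper's value.

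The paper describes a duplication on TcChr31. The mean log2 difference over its region on TcChr31-S was -0.11 on the 4 arrays and 0.12 in assay 1 moved with the wide limit, and no gain was called on TcChr31-S in these sets. The log2 ratio of assay 2 gave a gain on TcChr31-P that covers 10.7% of its length. The paper describes a deletion on TcChr22-P. Its region had a difference of -0.02 on the 4 arrays and -0.19 in assay 1 moved with the wide limit. No loss was called on TcChr22-P in these sets, at a threshold of 0.5 or of 0.25 on the mean log2 difference. The paper states that TcChr4 had no alteration, whereas the paper's own Table S2 lists 1 gain on TcChr4-S that covers 2.46% of it. No interval was called on TcChr4 here. Intervals lay on only 20 of 41 chromosomes from the 4 arrays and on 8 in assay 1 moved with the wide limit. The lack of a call on TcChr4 thus does not test the statement. The paper places TcChr37 among the chromosomes with few changes and a low altered share. The regions of its Table S2 cover 11.8% of TcChr37-S and 10.5% of TcChr37-P, and the intervals here 5.27% and 0.0581%. The paper reports no apparent correlation of chromosome length with the number of alterations. The count of regions in its Table S2 gave r = 0.64 and the intervals here r = 0.45, which 32 of 100 shuffles of the differences over positions reached as well, while assay 1 moved with the wide limit gave -0.05. The paper's counts of chromosomes with losses or gains alone match its Table S2 when haplotypes are counted, 18 and 4, and not when chromosomes are counted, 4 and 1. The numbers of gains and losses in Table S2 are 145 and 273. The numbers of probes that the paper gives for the alterations of TcChr6 and TcChr22 in its text stand in Table S2 with the other chromosome, 257 with TcChr6-S and 149 with TcChr22-P.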

Other observations

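The test for 1 strain in both channels was set before its result was seen. The other tests on the DNA of the Cy3 channel and the tests on the spot grid of assay 1, on the Cy5 channel of assay 2 and on the differences between the assays were chosen only after the result was seen.

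The labels give the same strain for both channels of an array. For spots of assay 1 within 2.5 pixels of their place, the D11 minus G difference in Cy3 had a slope of -0.03 on that in Cy5 over 26 Table S2 regions with at least 5 probes (95% bootstrap interval -0.19 to 0.22), where one strain in both channels would give a slope near 1, and so argues against it. Within 4 pixels, the difference in the TcChr6-S loss was -0.73 in Cy5 and 0.17 in Cy3 over 82 probes. Both strains on each array with the dyes swapped would give a Cy3 difference of the size of that in Cy5 with the opposite sign, and one common reference DNA a difference near 0. Over the 142 Table S2 losses with at least 3 probes within 4 pixels, the mean in Cy3 was 0.20 and that in Cy5 -0.03, and over the 44 gains -0.08 and 0.29. The slope of -0.03 over the 26 regions also lies away from the slope near -1 that swapped dyes would give. The sign in Cy3 is that of swapped dyes, and its size in TcChr6-S is nearer to a common reference. Neither explanation accounts for all of these values, so that they cannot be told apart here. Whether the DNA of the channels competed for the probes was not tested, and which arrays gave Table S2 is not stated, so that its regions might have been selected for opposite differences in the channels.

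In assay 1 as deposited, spots of one probe had unrelated log2 ratios. After the names were moved, with Cy3 brightness alone, the correlation between spots of one probe was 0.95 on the D11 array within 2.5 pixels (230 probes) and 0.84 within 4 pixels (817 probes), which is consistent with a spot grid that was laid beside the printed spots. The same correlation was 0.97 on the G array within 2.5 pixels (289 probes) and 0.90 within 4 pixels (869 probes), which argues against another set of probes on the slide. In blocks left out of the placing, within 2.5 pixels, Cy3 followed assay 2 with r = 0.89 on the D11 array, which argues against a failed hybridization. When the names were moved by 1 or 2 spots more, the correlation of Cy3 with assay 2 lay between -0.01 and 0.02 at the same limit. The shift differed over the arrays, from 96.9 to 126.7 pixels across and from 216.1 to 265.2 pixels along the D11 array. No biological explanation was tested, since the design gives none.

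The Cy5 channel of assay 2 correlated with each channel of assay 1 with names moved and with the Cy3 channel of assay 2 with r between 0.21 and 0.35 over 2213 probes within 2.5 pixels, whereas those other channels correlated with each other with r between 0.78 and 0.99. Wrong spot positions are argued against by the correlation of Cy5 between spots of one probe, 1.00 on both arrays. Over all probe spots of assay 2, the higher correlation of Cy5 with Cy3 on an array was 0.47. It was 0.45 without saturated spots, 0.38 among spots well above background and 0.46 before dye normalization. Saturation, low signal and the dye normalization thus do not account for the low correlation. Another kind of nucleic acid or of labelling in this channel stays open and cannot be told apart from other differences between the assays. The SD of Cy5 over probes was 2.41 on the D11 array of assay 2, against 1.00 to 1.73 in the channels apart from the Cy5 of assay 2, and the Cy5 signals of both arrays of assay 2 correlated with r = 0.98. The same strains were used in both assays, and no biological explanation was tested.

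In assay 1 with names moved, 91.9% of the 186 regions with at least 3 probes had the direction of Table S2, with a mean log2 difference of 0.32 over gains and -0.28 over losses. In the log2 ratio of assay 2, the share was 61.0%, above the mean of 56.05% and under the highest share of 61.5% over the shuffled directions, and the means were -0.08 over gains and -0.14 over losses. A place effect on the slide of assay 1 is argued against by the share after the names were moved by 1 or 2 spots more, at most 60.65%. A wide spread in assay 2 is argued against for TcChr6-S, since the means of 119 windows of as many neighbouring probes had an SD of 0.15 on the log2 scale, against a difference of -0.96 in assay 1. Saturated Cy3 spots are argued against by the share of 51.7% over 344 regions without them. The explanation that both arrays of assay 2 held the same DNA stays open and cannot be told apart from a real loss of signal in Cy5. The SD of Cy5 between these arrays was 0.37, larger than the 0.15 and 0.17 between spots of one probe on an array, but arrays hybridized with one DNA might also differ by that much. A difference in DNA between the strains, which the design names and the paper describes, may underlie the values of assay 1 with names moved (for spots of one probe within 4 pixels, a correlation of 0.84 on the D11 array and 0.90 on the G array). It was found and examined on the same data, rests on 1 array per strain, and is a hypothesis here. By channel, 58.6% of the 186 regions had the direction of Table S2 in Cy5 and 21.0% in Cy3, so that the share of 91.9% does not come from Cy5 alone.

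Assay 1 with names moved also gave 2 intervals that overlap no region of Table S2 of the same type, a gain of 11 positions on TcChr11-S from 317457 to 427406 with a mean log2 difference of 0.50, and a loss of 8 positions on TcChr40-S from 1651113 to 1686216 with a mean of -0.64. They were chosen after their values were seen.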
